# The PIDDosome controls cardiomyocyte polyploidization during postnatal heart development

**DOI:** 10.1038/s41418-025-01645-x

**Published:** 2026-01-12

**Authors:** M. Leone, N. Kinz, F. Eichin, D. Obwegs, V. C. Sladky, V. Z. Braun, R. Hirschberger, D. Rizzotto, L. Englmaier, C. Manzl, K. Moos, J. Mergner, P. Giansanti, N. Martinez-Garcia, M. M. Marques, E. D. Jacotot, L. Eblahed, R. Yousif, M. K. Wright, D. Dawood, L. S. Maupome, C. Savko, M. Boerries, M. A. Sussman, A. Villunger

**Keywords:** Cell biology, Genetics

## Abstract

The adult mammalian heart is characterized by post-mitotic polyploid cardiomyocytes (CMs). Understanding how CMs regulate cell cycle exit and polyploidy can help developing new heart regenerative therapies. Here, we uncover that the PIDDosome, a multi-protein complex activating the endopeptidase Caspase-2, helps to implement a CM-specific differentiation program that limits ploidy during postnatal heart development. DNA content analyses show that cell-autonomous PIDDosome loss causes an increase in nuclear and cellular CM ploidy. Increased ploidy does not affect cardiac structure nor function in early adulthood, but correlates with a modest reduction in cardiac performance in aged mice. PIDDosome-imposed polyploidy control commences at postnatal day 7 (P7), reaching a plateau by P14. PIDDosome activation requires ANKRD26, targeting PIDD1 to mother centrioles. Opposite to prior observations in liver development, the PIDDosome limits CM polyploidization in a p53-independent manner but reliant on induction of *p21/Cdkn1a*, a notion supported by nuclear RNA sequencing and genetic deletion experiments. Our results provide new insights how proliferation of polyploid CMs is restricted during postnatal heart development.

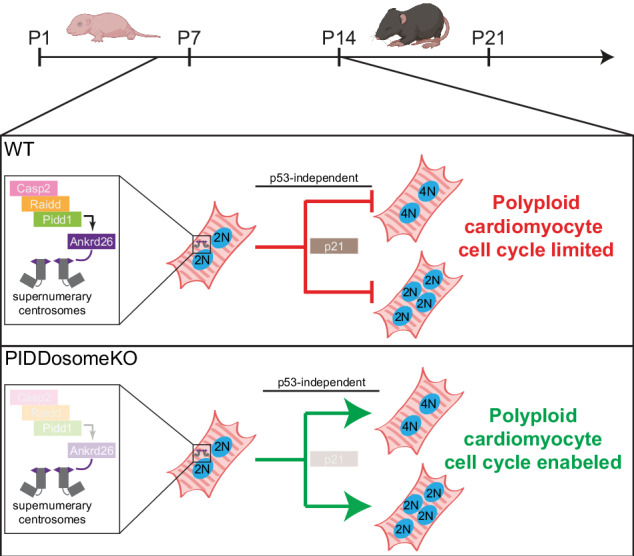

## Introduction

Ischemic heart disease (IHD) is one of the leading causes of mortality worldwide with nearly 9 million deaths documented in 2017 [1]. The primary cause of a reduced heart function is the initial loss of cardiomyocytes (CMs) and the inability of humans to compensate it [2, 3]. In order to reverse this loss, induction of proliferation in pre-existing CMs appears to be a promising approach but is still not applicable due to a clear gap of knowledge of the terminal differentiation process, activated postnatally in CMs. After birth, CMs undergo a decrease of cell cycle activity, which is coupled with a change of metabolism from glycolysis to fatty acid oxidation, and an increased maturation status of the sarcomere apparatus [4, 5]. Within the first postnatal week, in rodents, the majority of CMs fail cytokinesis during mitosis resulting in binucleated CMs [2, 6]. In the second to third postnatal week, a last wave of DNA synthesis occurs in a small subpopulation of binucleated CMs re-entering the cell cycle and thus, increasing nuclear ploidy [7]. Consequently, the adult mouse and rat heart consist of ~80–90% binucleated CMs, while the adult human heart contains an estimated ~25% binucleated and ~25–40% polyploid mononucleated CMs [3, 8–10]. Notably, recent studies showed that polyploidy limits cardiac regeneration by reducing the proliferation capacity of CMs [11, 12]. Therefore, a better understanding of CM polyploidization is of great interest to uncover new avenues to treat heart diseases.

A common feature of mono- and binucleated polyploid cells is the presence of supernumerary centrosomes [13]. The centrosome is formed by two centrioles, referred to as mother and daughter, respectively, surrounded by a pericentriolar matrix and acts as the major microtubule organizing center (MTOC) in most animal cells [14]. Mother centrioles differ from their daughters because they recruit distal appendage proteins, including ODF2, CEP83, SCLT1 and ANKRD26 [15]. Postnatal binucleated CMs show extra centrosomes. In fact, ~65% of postnatal day 3 (P3) binucleated CMs contain 4 centrioles, while ~27% have 3 centrioles, with 2 mother centrioles [16]. Moreover, once stimulated with pro-proliferative factors in vitro, P3 binucleated CM can re-enter the cell cycle resulting in the formation of either a binucleated cell or two mononucleated polyploid cells [16]. This shows that polyploid CMs have the intrinsic capability to cycle, but efforts to induce this process in adult CMs have largely failed due to the lack of knowledge of mechanisms controlling cell cycle exit after polyploidization.

Polyploid cells with extra centrosomes can undergo a p53-dependent cell cycle arrest or a cell death response [17, 18]. This is initiated by the “PIDDosome” [19], a multiprotein complex formed by the auto-processed form of PIDD1 (P53-induced death domain protein 1), termed PIDD1-CC, which recruits the bipartite adapter RAIDD/CRADD (RIP-Associated ICH1/CED3-homologous protein with Death Domain), and the pro-form of Caspase-2, a member of the family of cysteine-driven proteases known to control cell death and inflammation [20]. PIDD1 localization to the mother centrioles via the distal appendage protein ANKRD26, as well as centrosome clustering are requirements for the activation of this signaling complex, leading to Caspase-2 activation [21, 22]. Active Caspase-2 proteolytically inactivates MDM2, the master regulator of cellular p53 levels, and thereby stabilizes p53 protein to promote a p21-dependent cell cycle arrest [19].

Although first described in cancer cells forced to fail cytokinesis [19], the absence of either Caspase-2, RAIDD, or PIDD1, similar to p53- or p21-loss itself, increases ploidy in murine primary hepatocytes as part of a physiological polyploidization program during liver organogenesis [23]. Interestingly, the same study has shown that this function of the PIDDosome is preserved during liver regeneration, and likely also acts in human liver regeneration [23]. These findings raise the question of whether the PIDDosome and p53/p21 are also involved in controlling the scheduled polyploidization of CMs during postnatal heart development.

## Methods

### Animals

Generation and genotyping of *Casp2*^*−/−*^, *Casp2*^fl/fl^, *Raidd*^*−/−*^, *Pidd1*^*−/−*^*mT*/*mG*, *p53*^*−/−*^*, p73*^*−/−*^ and *p21*^*−/−*^ mice was previously described [24–30]. *XMLC2-Cre* (*XMLC2*^*+*^) mice were a kind gift from Prof. Felix Engel [31]. In order to generate *XMLC2*^*+*^*Casp2*^*fl/fl*^*mice*, *XMLC2*^*+*^ mice were crossed with the *Casp2*^*fl/fl*^ mice [25]. *XMLC2*^*+*^mice were crossed with a switchable Tomato and GFP reporter allele (mT/mG) in the Rosa26 locus, allowing expression of membrane bound versions of both fluorescent proteins. In order to generate *Casp2/p21*^*−/−*^ double knockout (dKO) mice, *Casp2*^*−/−*^ mice were crossed with *p21*^*−/−*^ mice. All strains used were maintained on a C57BL/6N background and housed at the Animal Facility of the Medical University of Innsbruck under specific pathogen free conditions. *Ankrd26*^*−/−*^ mice were generated, maintained and genotyped as previously described [32] and heart tissues from littermates were kindly provided by Prof. Andrew J. Holland. In all experiments, age-matched animals were used indiscriminate of sex.

### Echocardiography

Transthoracic echocardiography was performed on lightly anesthetized mice under isoflurane (1.0–2.0%; Abbot Laboratories) using a Vevo 2100 (VisualSonics). Hearts were imaged in the 2D parasternal short-axis (SAX) view, and M-mode echocardiography of the mid-ventricle was recorded at the level of papillary muscles. From the recorded M-mode images, the following parameters were measured: ejection fraction (EF), fractional shortening (FS), interventricular septum (IVS), LV posterior wall thickness (PWT), LV internal diameter (LVID), and LV volume in diastole (index: d) and systole (index: s).

### Adult and postnatal cardiomyocyte isolation

Adult hearts from 3-month-old animals of the indicated genotypes were sacrificed by CO2 asphyxiation and cervical dislocation according to the governmental and international guidelines on animal experimentation. Adult cardiomyocytes were isolated by following the protocol of a Langendorff-free method published by Ackers-Johnson and colleagues [33] with minor changes. 30 µM CaCl_2_ was freshly added to  the Collagenase buffer, to optimize the digestion step. In order to have a final concentration of 0.5 mg/ml, Collagenase II (255 units/mg, 17101-015, Life Technologies, USA) and Collagenase IV (310 units/mg, 17104-019, Life Technologies) were used at 16.52 mg and 16.81 mg, respectively, as the unit concentrations of these enzymes were different from the original protocol. Moreover, the freshly made collagenase buffer, was pre-warmed on a heating magnetic stirrer at 37 °C just before being injected in the left ventricle (LV). As first step, 7 ml of EDTA buffer was injected into the apex of the right ventricle with 1 ml/min speed as described in the original protocol. Then, 20 ml EDTA buffer was injected into the LV over 10 min, and subsequently 3 ml of Perfusion buffer was injected into the LV with 1 ml/min speed. 40 ml of Collagenase buffer was finally injected into the LV over 13 min. However, after 8 min the heart was examined to see whether it has lost its color and structure and if it appeared over-digested. If this was the case, the digestion step was stopped at 8 min. After heart digestion and creating ~1 mm^3^ pieces, the tissue trituration was done by gently pipetting for 2 min, followed by the addition of Stop buffer and further gentle pipetting for another 4 min. Adult cardiomyocyte vitality was checked after each isolation via Trypan blue staining. In order to assess cellular ploidy, cells were then centrifuged for 2 min at 100 × *g*, fixed in 4%PFA diluted in PBS for 20 min at RT and then washed 3 times with PBS.

Hearts from postnatal day 1 (P1), P7 and P10 mice from the C57BL/6N mouse strain were dissected upon decapitation with operating scissors (RS-6845, ROBOZ, USA), the atria were removed, and the remaining ventricles were minced. For the isolation of postnatal cardiomyocytes, mouse hearts were isolated and digested utilizing the gentleMACS Dissociation kit (130-098-373, Milteny Biotech GmbH, Germany) according to the manufacturer’s instructions. For cardiomyocyte enrichment, cells were pre-plated in DMEM-F12/Glutamax TM-I (10565, Life Technologies)/10% fetal bovine serum (FBS, F0804, Sigma-Aldrich, USA)/penicillin (100 U/ml)/streptomycin (100 µg/ml) (Pen/Strep, P0781, Sigma-Aldrich). After 1.5 h, non-attached cells, enriched in cardiomyocytes, were collected, centrifuged for 10 min at 300 × *g*, resuspended in DMEM-F12, Glutamax TM-I containing 3 mM Na-pyruvate, 0.2% BSA, 0.1 mM ascorbic acid, 0.5% Insulin-Transferrin-Selenium (100x, 41400045, Life Technologies), 1% FBS, penicillin/streptomycin (100 U/mg/ml) and counted. Postnatal cardiomyocytes were washed once with PBS (14190169, Thermo Fisher Scientific, USA) and the cell pellet was snap-frozen in liquid nitrogen to preserve RNAs.

### Cardiomyocyte nuclei isolation and flow cytometric analyses

The isolation of CM nuclei was performed by following the previously described protocol [34, 35] with minor changes. Snap-frozen ventricles from selected genotypes were cut in 1 mm^3^ pieces and transferred into a falcon containing 15 ml of lysis buffer and then, homogenized with a TP 18/10 Ultra-Turrax probe homogenizer (IKA, Germany) at 20,000 rpm for 20 s. In order to isolate the CM nuclei, the 15 ml lysis buffer solution with the homogenized tissues was passed 8 times up-and -down through a 20 ml syringe with a 20 G needle. The crude nuclei isolate was filtered using at first, a 100 µm cell strainer, and subsequently, a 70 µm cell strainer. After centrifugation for 10 min at 700 × *g* at 4 °C, the nuclei pellet was dissolved in 5 ml sucrose buffer and then, topped up to 20 ml total solution. 10 ml sucrose buffer was added into a 1% BSA/PBS pre-coated ultra-centrifuge tube and was overlayed by the 20 ml nuclei suspension before spinning for 60 min at 13,000 × *g* at 4 °C. After centrifugation, the sucrose buffer and any remaining liquid were quickly removed and the nuclei at the bottom of the tube were resuspended in 700 µl of nuclei storage buffer. Next, 600 µl of nuclei solution was incubated with a rabbit anti-PCM1 antibody (1:300, HPA023370, lot. number: 000007967, Sigma-Aldrich) overnight at 4 °C with constant shaking. 100 µl of the nuclei solution was used for the negative control of the staining. On the next day, both nuclei samples were washed by adding 2 ml of PBS, centrifuged for 10 min at 700 × *g* at 4 °C and then, the nuclei pellets were incubated with goat anti-rabbit Alexa 647-conjugated antibodies (1:500, Life Technologies) for 60 min at 4 °C. After 1 h, the samples were washed with PBS and incubated with Propidium Iodide (1:25 of a 1 mg/ml solution). The gating strategy for ploidy analysis is shown in Supplementary Fig. 1A, nuclear DNA content was measured on a flow cytometer (LSR-Fortessa, BD Biosystems, USA) and data were analyzed quantitatively, excluding doublets, using FlowJo (FlowJo X, LLC).

### Histology and immunohistochemistry

In order to have cardiomyocytes in a relax status (diastole), hearts were injected with a cardioplegic solution (25 mmol/L KCl) in the LV. Once the hearts stopped beating, they were cut from the aorta branch and placed in 4% PFA diluted in PBS overnight at RT. On the next day the fixed hearts were dehydrated and paraffinized. For hematoxylin and eosin staining, 4 µm coronal heart sections were deparaffinized, and rehydrated using graded xylol and ethanol incubation steps and then stained. At least 6 different hearts per genotype were analyzed. For detection of cell death, 4 µm coronal heart sections were deparaffinized and rehydrated. TUNEL in situ nick end-labeling of DNA was performed following manufacture’s instruction (#G7132, DeadEnd Colorimetric TUNEL System, Promega). The nuclei were counterstained with hemalum solution (#T865.3, Carl ROTH, Germany). After staining, sections were mounted and images acquired on a NanoZoomer S210 Digital slide scanner (C13239-01, Hamamatsu photonics, Japan).

For collagen staining, formalin-fixed, paraffin-embedded (FPPE) hearts, sectioned in the coronal orientation were stained with picrosirius red and fast green with the following protocol. Slides were deparaffinized and rehydrated with water then stained with 0.4% fast green for 15 min. Slides were rinsed with water and stained with 0.1% picrosirius red for 1 h. Slides were rinsed with 0.5% acidified water, dehydrated with 100% alcohol then xylene, and mounted in ClearVue (Thermo Fischer Scientific). Red= collagen. Green = non-collagen proteins. Stained hearts were imaged on the Keyence microscope at 20X magnification. 8 set points around the perimeter of the heart were used as boundaries and to set the autofocus map. Each individual sample was white balanced and captured with 1/250 s exposure. Tile scans were acquired using the Keyence stitching software and exported uncompressed. Tile scans were analyzed in ImageJ for collagen quantification and total area measurements. The scale bar was used to set the micron scale for each individual tile scan. Atria, valves, and artifacts were removed using the “clear” tool in ImageJ. The whole heart area was measured using the color thresholding tool with the hue at 0–255, the saturation at 15–255, and brightness at 10–255. The red hue resulting from the picrosirius red stain was measured at the hue of 200–255 with the saturation and brightness the same as stated above. The percentage of collagen deposition was calculated as collagen area divided by total heart area multiplied by 100.

### Cryosections

Hearts from mentioned genotypes were pre-fixed in 4% PFA overnight at 4 °C and on the next day, washed 3 times with PBS and incubated in 15% sucrose diluted in MilliQ water for 4 h at 4 °C. After the 15% Sucrose solution, hearts were submerged in 30% sucrose diluted in MilliQ water overnight at 4 °C. Afterwards, hearts were embedded in Tissue-Tek O.C.T. compound tissue-freezing medium (4583, Sekura, Germany), frozen in liquid nitrogen, and sectioned with a Microm HM550 (Thermo Fischer Scientific) (10 µm). Once the tissues were cut, the sections were left to better adhere on the slide for 30 min at RT.

### Immunofluorescence analyses

Immunostainings were performed as previously described [36], but after washing and incubation in fresh staining solution without antibodies, the CM suspensions were centrifuged for 2 min at 100 × *g* at RT. Before antibody incubation, freshly isolated and PFA-fixed CMs were permeabilized with 0.5% Triton X-100/PBS for 10 min at RT. Primary antibodies: rabbit anti-Pan cadherin (1:100, C3678, Sigma-Aldrich,), mouse anti-sarcomeric-µ-actinin (1:200, ab9465, Abcam). After overnight incubation, primary antibodies were detected by using Alexa Fluor™ 488, Alexa Fluor™ 594 or Alexa Fluor™ 647 conjugated antibodies (1:500, Life Technologies, USA). DNA was visualized with SYTOX™ Green Nucleic Acid Stain (1:200,000 in PBS with 0.1% triton and 10% horse serum, S7020, Thermo Fisher Scientific). Samples were diluted in PBS in order to acquire pictures. Confocal images were captured on a spinning disk confocal laser scanning microscope (Cell Voyager CV1000, Yokogawa, Tokyo, Japan).

FFPE heart sections were boiled in antigen retrieval buffer (1 mM EDTA, pH 8.0) for 8 min in a microwave (700 W). After the antigen retrieval step, slides were kept for 30 min at RT and rinsed 3 times in PBS. Next, the slides were incubated in WGA (1:100 diluted in PBS, W11261, Thermo Fisher Scientific,) for 10 min at RT and then, washed 2 times with PBS. After this step, immunostainings were performed as previously described [36]. As primary antibody a goat anti-Troponin I (1:500, ab56357, Abcam) was used, which was detected by an Alexa Fluor™ 594 conjugated antibody (1:500, Life Technologies, USA). DNA was visualized with 0.5 µg/ml DAPI (4′,6′-diamidino-2-phenylindole) (Sigma Aldrich). Samples were mounted with Fluoromount-G™ (Thermo Fisher Scientific). Images were captured on a Zeiss Axiovert 200 M microscope using the VisiView 4.1.0.3 (Visitron Systems) acquisition software.

Immunostainings of pre-fixed heart cryosections were permeabilized with 0.5% Triton in PBS for 10 min at RT. Subsequently, the above-mentioned immunostaining protocol [36] was used with a minor modification of the time of secondary antibody incubation, set to 1 h at RT. High resolution images were captured on a LSM980 confocal laser scanning microscope (ZEISS, Germany).

### RNA isolation and qRT-PCR

Postnatal CM pellets were processed in order to extract total RNA using TRIzol TM Reagent (15596018, Invitrogen, USA) according to the manufacturer. 1 µg of total RNA was used for generation of cDNA (iScript cDNA synthesis kit, 170–8891, BioRad, USA). For quantitative real-time PCR (RT-qPCR) experiments 140 ng of cDNA per each reaction was used. RT-qPCR assays were performed in experimental triplicates for each biological replicate using Luna® Universal Probe One-Step RT-qPCR Kit (E3006, New England biolabs, USA) in a StepOne Plus real time PCR system (Applied Biosystems, USA). Relative gene expression was calculated based on ΔCt values using *mGapdh* as housekeeping gene.

### Bulk nuclear RNA sequencing (RNAseq) pre-processing and analysis

For extraction of nuclear CM RNA, postnatal cardiomyocyte nuclei were isolated and stained using anti-PCM1, as described above. Subsequently, cardiomyocyte nuclei were sorted based on their PCM1 staining by using a BD FACSAria™ III Cell Sorter (648282, BD Bioscience). Importantly, in order to obtain enough RNA material from the isolated cardiomyocyte nuclei, several hearts from the same postnatal days were pooled together per biological replicate (P1: 15 hearts, P7: 6 hearts, P14: 2 hearts). Afterwards, the low-binding Eppendorf tubes containing the sorted cardiomyocyte nuclei were centrifuged for 10 min at 700 × *g* at 4 °C. The resulting nuclei pellets were processed for RNA extraction by utilizing the Quick-RNA MicroPrep Kit (R1050, Zymo Research, USA) following the manufacturer’s protocol. RNA-sequencing library were prepared by Lexogen NGS Services (Vienna, Austria) using the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina and following the low-input protocol. Sequencing was performed on an Illumina NextSeq 2000 at Lexogen NGS Services to produce 100 bp single-end reads for each sample. Raw RNA sequencing reads were quality-controlled with FastQC (v0.11.8) [37] and preprocessed with cutadapt (v4.0) [38] to trim poly-G stretches resembling sequencing artefacts, trim low-quality bases from the 3’end, trim adapter and poly-A sequences introduced by the sequencing strategy, remove low-quality reads (more than 1 expected error and/or more than 30% N-bases) and remove short reads (less than 20 nucleotides). Processed reads were aligned against the mouse reference genome GRCm39 from Ensembl (v108) [39] using STAR (v2.6.1e) [40]. All following analyses were performed within R v. 4.2.1. The number of reads per gene (considering the full gene, i.e. both exonic and intronic sequences) was counted with HTSeq (v2.0.3) [41]. Gene count normalization and differential gene expression analysis were performed with the R package limma (v. 3.52.4) [42]. Genes were considered as significantly differentially expressed with an adjusted *p*-value < 0.05 and an absolute log2 fold change >1. Gene set enrichment analysis was carried out using the R package gage (v. 2.46.1) [43], based on a selection of gene sets retrieved with the R package msigdbr (v. 7.5.1) [44] (included gene set collections: hallmark, canonical pathways excluding WikiPathways, transcription factor targets, Gene Ontology). Gene sets were considered as differentially expressed when presenting with a plain *p*-value < 0.05.

Before gene count normalization, differential gene expression analysis, and gene set enrichment analysis, three samples (P1 *XMLC2*^*-*^*Casp2*^*fl/fl*^ replicate 1, P14 *XMLC2*^*-*^*Casp2*^*fl/fl*^ replicate 3, P14 *XMLC*^*+*^*Casp2*^*fl/fl*^ replicate 1) were excluded due to low quality. 

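In reads on genes, the 3 libraries left out did not fall below the others. P1 control replicate 1 held 3310579 reads on genes, P14 control replicate 3 held 1063147 and P14 Casp2-depleted replicate 1 held 1441122, where the 21 libraries kept held 891817 to 2924097. In alignments of all kinds, P14 control replicate 3 held 1454357, against at least 3635833 in each other library.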

The number of detected genes (at least one read count) was particularly low for P14 *XMLC2*^*-*^*Casp2*^*fl/fl*^ replicate 3 (1676 genes) and P14 *XMLC*^*+*^*Casp2*^*fl/fl*^ replicate 1 (3893 genes) compared to the other samples (between 7223 and 17057 genes) (data not shown). 

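In the deposited counts, 2049 genes had at least 1 read in P14 control replicate 3 and 4285 in P14 Casp2-depleted replicate 1. The 21 libraries kept had 7628 to 17770 detected genes, with a median of 14118, and P1 control replicate 1 had 11707. The minimum number of reads moved these values most. With at least 5 reads required, 1527 and 3684 genes were detected in the 2 sparse P14 libraries. When every library was thinned at random to the smallest total of the 21 libraries, 891817 reads, 1979 and 4144 genes remained above 0 there, so the gap to the other libraries was not one of depth. The annotation used for names (a copy of GENCODE vM39 on GRCm39) does not enter these counts, which run over the 56923 gene identifiers of the files.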

P1 *XMLC2*^*-*^*Casp2*^*fl/fl*^ replicate 1 clustered particularly far away in a Principal component analysis (PCA) of all samples (PCA calculated with R package labdsv v2.1-0 [45] (Suppl. Figure 3A). 

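A PCA of the centered log2 CPM of the 26246 genes with a read in any of the 24 libraries gave 17.3% of the variance to PC1 and 14.6% to PC2. On these 2 components P1 control replicate 1 lay 417.7 units from the centre, P14 control replicate 3 lay 438.4 and P14 Casp2-depleted replicate 1 lay 414.5, while the other 21 libraries lay between 50.97 and 204.9 from it. Over all genes, the median distance of P1 control replicate 1 to the other libraries was 616.1, against 633.4 and 634.0 for the 2 sparse P14 libraries and at most 512.5 for every other library. PC2 followed the number of detected genes across the 24 libraries (Spearman's rho 0.81), and this component was computed from the same counts.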

A fuzzy clustering of all samples showed clusters of genes (clusters 6 and 7) with high expression level in P1 *XMLC2*^*-*^*Casp2*^*fl/fl*^ replicate 1 compared to replicates 2, 3, and 4 (fuzzy clustering performed with R package Mfuzz v2.56.0 [46] (Supplementary Fig. 4). The clustering was calculated on the gene log2 fold changes with respect to the average gene counts of the four P1 *XMLC2*^*-*^*Casp2*^*fl/fl*^ replicates, after each sample’s raw counts were normalized with the average count of its interquartile range count values. 

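Of the reads on genes in P1 control replicate 1, 1.88% lay on the mitochondrially encoded genes (95% Wilson interval 1.87 to 1.90), against 0.139 to 0.402% in P1 control replicates 2, 3 and 4. Cytosolic ribosomal protein genes took 0.420% (0.413 to 0.427), against 0.0824 to 0.137% in the other replicates. Genes of the mitochondrial ribosome took 0.152%, against 0.0707 to 0.0780%, and genes of oxidative phosphorylation 0.766%, against 0.144 to 0.233%. Leaving the 10 most-read genes out of the total moved the mitochondrial share of replicate 1 to 1.19%, still above the other replicates. The intervals cover counting error only, and 1 library has no replicate of its own.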

Subsequent functional enrichment analysis of gene cluster 6 and cluster 7 returned significantly enriched gene sets (adjusted *p*-value < 0.05) associated with mitochondria, ribosomes and translation (Supplementary Fig. 3B). Functional enrichment was calculated with Fisher’s exact test, based on the same gene set collection as described above. 

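Reads outside genes separate the same library. In P1 control replicate 1, 9.21% of the uniquely placed reads lay on no gene, against 60.7 to 73.9% in P1 control replicates 2, 3 and 4 and 34.3 to 76.1% in the 21 libraries kept. P14 control replicate 3, the library with the fewest detected genes, had 16.1%.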

As these results are indicative of a cytoplasmic contamination of P1 *XMLC2*^*-*^*Casp2*^*fl/fl*^ replicate 1, this sample was not considered for further analysis. GEO submission number (GSE275946). Reviewer token (uvyhckkqxvwfvap).

### Tissue lysis and SP3 proteome clean up

Pulverized tissues from P7 hearts of *XMLC2*^*-*^*Casp2*^*fl/fl*^ and *XMLC*^*+*^*Casp2*^*fl/fl*^ mice were lysed, reduced, and alkylated by heating for 10 min at 95 °C under shaking at 1500 rpm in lysis buffer containing 6 M guanidine hydrochloride (GuHCl, Sigma), 10 mM tris(2-carboxyethyl) phosphinehydrochloride (TCEP, Thermo Fisher), 40 mM chloroacetamide (CAA, Sigma), and 200 mM 3-[4-(2-Hydroxyethyl)piperazin-1-yl]propane-1-sulfonic acid (HEPPS, Sigma), pH 8.5. Protein concentration was estimated using a BCA assay (Thermo Fisher). For each sample, 200 μg of protein were incubated with 10 μL of SP3 beads [47] (1:1 mix of Sera-Mag Speed Beads A and B, Cytiva). Pure ethanol (EtOH, VWR) was added to achieve a final concentration of 80% (v/v), and samples were incubated at room temperature in a thermoshaker for 18 min at 800 rpm. The samples were then placed on a magnetic rack for 2 min to immobilize the SP3 beads, after which the supernatant was discarded. The beads were washed twice with 1 mL of 80% (v/v) EtOH in water and once with 800 µL of acetonitrile (ACN, VWR).

### TMT labeling and protein digestion

SP3-bound proteins were resolubilized with 120 μL of labeling buffer containing 2 M GuHCl, 10 mM TCEP, and 200 mM HEPPS, pH 8.5. The samples were incubated at room temperature in a thermoshaker for 30 min at 800 rpm, with 1 min sonication in a water bath every 10 min. TMT10-plex labeling (Thermo Fisher) was performed as previously described [48]. Briefly, 0.8 mg of TMT reagent dissolved in 30 µL of 100% anhydrous ACN (Sigma) was added to the samples to label free N-termini (protein N-termini and lysine residues). The labeling reaction proceeded for 1 h at 20 °C in a thermoshaker at 400 rpm. The reaction was quenched by adding 5 µL of 1 M Tris/HCl pH 8.5 (Sigma) and incubating for 30 min at 25 °C. After quenching, the samples were combined, and SP3 cleanup was repeated to remove excess reactants as described above. The combined proteome was resuspended in 100 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES, Sigma), pH 7.6, and digested overnight at 37 °C with trypsin at 1:50 protease:protein ratio (w/w).

### N-terminome negative selection

To remove internal trypsin-generated peptides, the digest was incubated overnight with 30 mM sodium cyanoborohydride (Sigma) and the amine-reactive hyperbranched aldehyde-derivatized polymer [49] (HPG-ALDII https://ubc.flintbox.com/technologies/888fc51c-36c0-40dc-a5c9-0f176ba68293) at 1:5 peptide:polymer ratio (w/w). The reaction was quenched by adding Tris/HCl pH 7.6 to a final concentration of 100 mM. The resulting sample was centrifuged using an Amicon 30 kDa filter (Sigma) to collect TMT-labeled N-termini in the flow-through. The TAILS sample was acidified to 1% formic acid (FA, Carlo Erba), desalted and further fractionated into six fractions using the high pH RP fractionation [50], employing a self-packed StageTip with five disks of C18 material (3 M Empore). The peptides were eluted with 25 mM ammonium formate pH 10 (Sigma), using increasing concentrations of ACN (5, 7.5, 10, 12.5, 15, 17.5, and 50%). Finally, the seven fractions with flow-through were combined into six fractions (5  +  50%, 7.5%, 10%, 12.5%, 15%, and 17.50% + flow-through), the peptides were dried in vacuo and stored at −20 °C until further use.

### nLC-MS/MS

Nano flow LC-MS/MS measurements were performed using a Dionex Ultimate 3000 UHPLC+ system coupled with an Orbitrap Eclipse mass spectrometer (Thermo Fisher). Peptides were delivered to a trap column (75 μm i.d. × 2 cm, packed in-house with 5 μm Reprosil C18 beads, Dr. Maisch) and washed using 0.1% FA at a flow rate of 5 μL/min for 10 min. Subsequently, peptides were transferred to an analytical column (75 μm i.d. × 40 cm, packed in-house with 1.9 μm Reprosil C18 beads, Dr. Maisch) at a flow rate of 300 nL/min. Peptides were chromatographically separated using an 80 min linear gradient from 8 to 34% of solvent B (0.1% FA, 5% DMSO (Sigma) in ACN and solvent A (0.1% FA, 5% DMSO in water).

The Orbitrap Eclipse was operated in a data-dependent acquisition (DDA) to automatically switch between MS and MS/MS. Briefly, survey full-scan MS spectra were recorded in the Orbitrap from m/z 360 to 1500 at a resolution of 60 K, using an automatic gain control (AGC) target value of 100% and maximum injection time (maxIT) of 50 ms. For the MS3-based TMT method, initial MS2 spectra for peptide identification were recorded in the Orbitrap at a resolution of 15 K with a top speed approach using a 3-s duration (isolation window m/z 0.7, AGC target value of 100%, maxIT of 22 ms). Fragmentation was set to HCD, with a NCE of 34%. Then, for each peptide precursor, an additional MS3 spectrum for TMT quantification was obtained in the Orbitrap at 30 K resolution with enhanced resolution mode enabled (AGC of 500%, maxIT of 54 ms). The precursor was fragmented as for the MS2 analysis, followed by synchronous selection of the 10 most intense peptide fragments and further fragmentation via HCD using a NCE of 55%. Dynamic exclusion was set to 90 s.

### Data analysis of N-terminomics

Raw mass spectrometry data were processed using the FragPipe software (version 21.1) with its built-in search engine MSFragger version 4.0 [51]. Spectra were searched against the mouse UniProtKB database UP00000589 (63,300 entries including isoforms, downloaded on 04.2024). Default parameters for a TMT10-MS3 search were employed, with a defined precursor tolerance of 20 ppm and enzyme semi-tryptic specificity for database digest set to trypsin_r. Methionine oxidation (+15.9949) and protein n-termini acetylation (+42.0106) were set to variable modifications. Cysteine carbamidomethylation (+57.02146), and TMT (+229.16293) on lysine and peptide n-termini were added as static modifications.

After peptide-to-spectrum matches (PSM) rescoring via percolator [52], identifications were adjusted to 1% false discovery rate (FDR) at the protein, peptide and PSM levels. TMT integrator, included in FragPipe, was used to perform MS3-based quantification of the detected peptide features, using default settings.

Data analysis was performed with the Perseus software (version 2.0.10.0.) [53]. Peptide identifications were filtered to remove contaminants before performing data normalization of the log2-transformed TMT intensity values by median centering, as implemented in Perseus. For statistical analysis, only peptides that had been quantified in at least 3 biological replicates were retained, and missing values were imputed from the normal distribution in Perseus, using default parameters. Potential caspase-2 substrates enriched in the WT over the KO samples were identified using the Significance A test [54] on the distribution of TMT ratios, using a Benjamini-Hochberg FDR threshold of 5%.

The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository [55] with the dataset identifier PXD060421 (Website: http://www.ebi.ac.uk/pride, Username: , Password: BHrAjVHxayye).

### Imaris image analysis

Nuclear and cellular ploidy measurements were performed by following the indications published by Bensley and colleagues [10]. More in detail, firstly, reconstituting the individual nuclei by the 3D volume module (“3D View” in Imaris) was accomplished and then, analyzing the mean intensity of the Sytox Green was achieved by using the “surface” Imaris software package. Importantly, since signal intensity is fundamental for accurate ploidy measurement, the same setting of laser power, voltage, offset, and pinhole across the board was kept constant for all the experiments. Single nuclei from binucleated CMs were taken as reference for diploid nuclei in this analysis. For nuclear and cellular ploidy analysis, images were captured on a spinning disk confocal microscope, CV1000 Cell voyager (Yokogawa, Japan).

### Statistical analysis

Data are expressed as the mean ± standard deviation (SD) or standard error of the mean (SEM) of at least three independent experiments if not stated otherwise. Statistical significance of differences was evaluated by either Student’s *t* test, or 1way or 2way ANOVA followed by Bonferroni’s post-hoc test, Sidak’s or Tukey’s multiple comparisons test (GraphPad Prism 9.0). *p* < 0.05 was considered as statistically significant. Further information on statistical testing and number of replicates used in individual experiments can be found in the figure legends.

## Results

### The PIDDosome controls CM ploidy

First, we have quantified the nuclear ploidy levels of freshly-isolated CMs from 3-month-old mice lacking individual PIDDosome components (Fig. 1A). Ploidy of single CM nuclei was assessed by 3D volumetric analysis of Sytox Green fluorescence intensity and correlated with the cellular ploidy status. Moreover, the average nuclear staining intensity of single nuclei from binucleated CMs was used to define 2N ploidy, since more than 90% of binucleated CMs have diploid nuclei [10]. This analysis revealed that CM nuclei of binucleated cells from all three different PIDDosome knockout strains contain a higher nuclear ploidy, compared to nuclei from binucleated CMs from WT hearts. This indicates that binucleated CMs in *Pidd1, Raidd* and *Casp2-*deficient animals harbor an increased number of nuclei with DNA content >2N (Fig. 1B). To determine the exact nuclear ploidy of single CM nuclei from PIDDosome-mutant animals, we used a flow cytometry-based strategy. To discriminate CM nuclei from non-myocyte nuclei, we employed PCM1 staining [56] (Supplementary Fig. 1A). Intriguingly, PIDDosome-mutant animals showed a more than two-fold increase in the percentage of tetraploid (4N) CM nuclei, compared to those isolated from WT animals (Fig. 1C). Quantification of the cellular ploidy status of CMs showed that absence of the PIDDosome also causes a significant increase in multinucleated CMs (Fig. 1D). Altogether, these results indicate that abrogation of the PIDDosome induces a pronounced increase in nuclear, as well as cellular polyploidization of CM, likely due to tetraploid binucleated CMs entering another round of cell cycle, characterized by cytokinesis failure. This generates either octoploid binucleated CMs or multinucleated CMs with individual diploid nuclei.

**Fig. 1:**
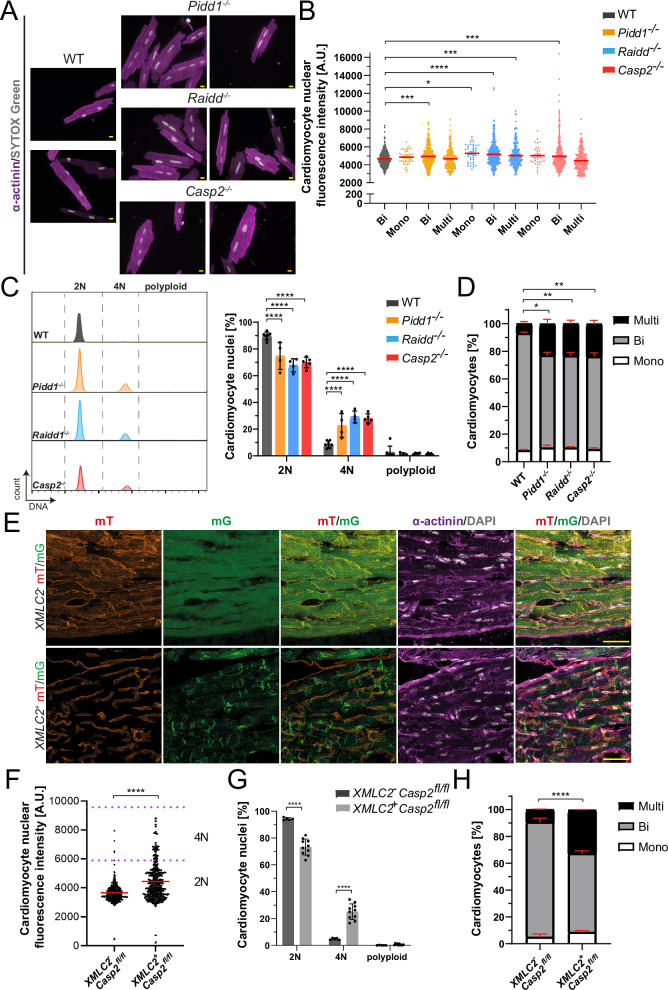
The PIDDosome regulates nuclear and cellular polyploidization of CMs. **A**, **B** Ploidy measurements of single CM nuclei by 3D volumetric analysis of Sytox Green fluorescence intensity in correlation with the cellular ploidy status. **A** Representative pictures of CMs freshly-isolated from 3-month-old mice of the indicated  genotypes. CMs were stained for the cardiac marker, α-sarcomeric actinin (purple), and a nuclear marker, SytoxGreen (gray). Scale bars: 10 μm. **B** Scatter blots of quantification of Figure A. n: 4 hearts per genotype; 100 CMs per heart. **C** Representative histograms (left) and quantification (right) of the CM nuclear ploidy measured by flow cytometry hearts from 3-month-old mice of the indicated genotypes. N: 7 (WT), n:4 (*Pidd1*^*−/−*^), n:4 (*Raidd*^*−/−*^), n:5 (*Casp2*^*−/−*^). **D** Bar graphs of CM cellular ploidy of the indicated genotypes at 3months of age. N: 4 hearts per genotype. 150 CMs per heart were quantified. Statistical analysis between the multinucleated group from the different genotypes is shown in the graph. **E** Validation of the cardio-specificity of the *XMLC2* promoter. Confocal pictures of cryosections of pre-fixed hearts stained for α-sarcomeric-actinin (purple) and DAPI (gray). Scale bars: 40 μm. **F** Quantification of CM nuclear ploidy by 3D volumetric analysis of Sytox Green fluorescence intensity. n: 3 hearts per genotype. 100 CM nuclei per heart were analyzed. **G** Quantification of CM nuclear ploidy of the indicated genotypes of 3-month-old mice by flow cytometry. n: 4 (*XMLC2*^-^ *Casp2*^*fl/fl*^), n: 8 (*XMLC2*^+^ *Casp2*^*fl/fl*^). **H** Bar plots of CM cellular ploidy of the indicated genotypes at 3months of age. n: 3 hearts per genotype; 150 CM nuclei per hearts were analyzed. Data represent means ± SEM (**B**, **D**, **F**, **H**) or ± SD (**C**, **G**) analyzed by One-way ANOVA (**B**) or Two-way ANOVA (**C**, **D**, **G**, **H**) or Two-tailed Student’s *t* test (**F**). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. not significant.

To test if the observed phenotype in PIDDosome knockout mice is cell autonomous, we exploited cardiac specific deletion of *Casp2* (named from now on *XMLC2*^*+*^*Casp2*^*fl/fl*^) (Supplementary Fig. 1B). To confirm cardiac-specific CRE expression, *XMLC2-Cre* (*XMLC2*^*+*^), mice were first crossed with a fluorescence reporter line, carrying a switchable Tomato/GFP reporter allele in the *Rosa26* locus (*mT/mG*). In the *mT/mG* model, all cells initially express the Tomato reporter, but not GFP, which relies on CRE recombination (Supplementary Fig. 1C). Consistently, upon *XMLC2*-driven CRE activation, CM membranes in heart cryosections were GFP-positive, while non-CM membranes remained Tomato-positive. Staining with α-sarcomeric actinin was performed to define cell identity, confirming specificity and effective CRE-recombination (Fig. 1E). Importantly, measuring the CM nuclear ploidy in *XMLC2*^*+*^ mice, excluded off-target effects on nuclear ploidy (Supplementary Fig. 1D). 3D volumetric analysis of Sytox Green staining intensity, as well as flow cytometric analysis revealed that cardiac-specific *Casp2* deletion in *XMLC2*^*+*^*Casp2*^*fl/fl*^ mice significantly increased the percentage of polyploid 4N CM nuclei, when compared to *Casp2*^*fl/fl*^ control mice (*XMLC2*^*-*^*Casp2*^fl/fl^) (Fig. 1F, G). In addition, the cellular ploidy of *XMLC2*^+^*Casp2*^*fl/fl*^ CMs (Fig. 1H) increased to a similar degree as seen in *Casp2*^−/−^ animals (Fig. 1D).

Taken together, these data indicate that the PIDDosome controls CM polyploidization, limiting not only the nuclear but also cellular ploidy in a cell autonomous manner.

### Increased CM ploidy does not affect cardiac structure nor function in early adulthood

To test cardiac function, the heart ultra-structure of the different genotypes was analyzed by hematoxylin and eosin (H&E) staining on formalin-fixed and paraffin-embedded (FFPE) heart sections. No obvious differences were observed in *Casp2*^*−/−*^, *Raidd*^*−/−*^ or *Pidd1*^*−/−*^ hearts compared to WT hearts (Fig. 2A), nor in *XMLC2*^+^ *Casp2*^*fl/fl*^ *vs*. *XMLC2*^-^ *Casp2*^*fl/fl*^ hearts (Supplementary Fig. 1E). Likewise, echocardiography of 7–10 week-old mice lacking *Pidd1* suggested that the observed increase in the polyploid CM population did not affect the cardiac function. In fact, there were no significant differences in ejection fraction (EF) and fractional shortening (FS) between *Pidd1*^*−/−*^ and WT mice (Fig. 2B, C, Supplementary Fig. 1F). Of note, aged mice lacking *Pidd1* showed a mild but significant impairment of heart function, characterized by reduced EF as well as FS (Fig. 2D, E, Supplementary Fig. 1G). Moreover, signs of tissue remodeling, defined by an increase of collagen depositions, were noted in aged *Pidd1*^*−/−*^ hearts (Fig. 2F, Supplementary Fig. 1H).

**Fig. 2:**
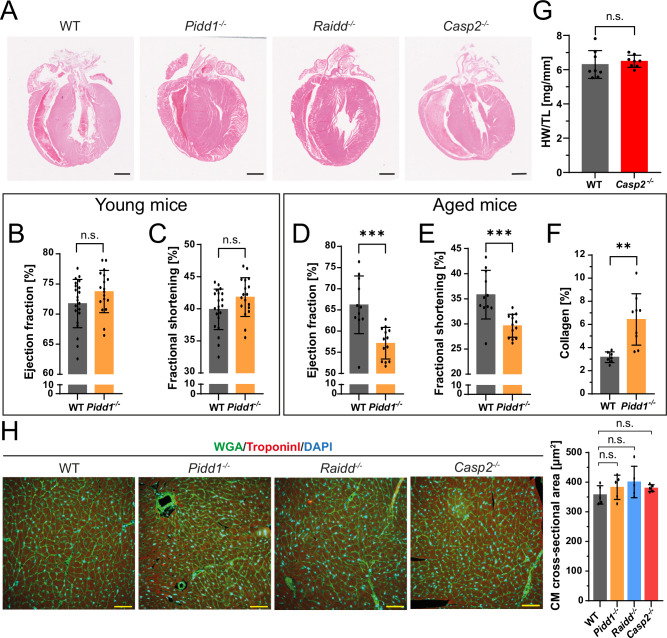
Heart function is not influenced by elevated CM ploidy in young but declines in aged mice. **A** Representative images of hematoxylin and eosin (H&E) stained FFPE heart sections of 3-month-old mice of the indicated genotypes. Scale bars: 1 mm. Quantification of the cardiac functions, ejection fraction (**B**) and fractional shortening (**C**), measured by echocardiography in 7–10-weeks-old mice. n: 21 (WT), n: 18 (*Pidd1*^−/−^). **D**, **E** Quantification of the cardiac functions, ejection fraction and fractional shortening in 15–19-months-old mice. n: 11 (WT), n: 13 (*Pidd1*^−/−^). **F** Quantification of collagen area in 15–19-months-old mice from WT (n:7) and *Pidd1*^*−/−*^ (n:9) mice. **G** Heart weight to tibia length (HW/TL) ratio of 3-month-old mice. n:8 (WT and *Casp2*^*−/−*^*)*. **H** Representative pictures (left) and cross-sectional area quantifications (right) of FFPE hearts from WT, *Pidd1*^−/−^, *Raidd*^−/−^ or *Casp2*^−/−^ mice stained for the membrane marker WGA (green), the cardiac marker Troponin I (red) and DAPI (blue) for the nuclei. Scale Bars: 50 µm. n: 5 (WT, *Pidd1*^−/−^, *Raidd*^−/−^, *Casp2*^−/−^, ~2100 CMs distributed within 7 pictures per heart were quantified). Data represent means ± SD (**B**–**H**) analyzed by Student’s *t* test (**B**–**G**) or One-way ANOVA (**H**). **p < 0.01, ***p < 0.001, n.s. not significant.

As polyploid cells usually show increases in nuclear and cellular size [57], we investigated whether the observed ploidy increase affects heart weight. Loss of *Casp2* did not affect organ weight, as shown by the ratio between heart weight (HW) and tibia length (TL) (Fig. 2G). Consistently, cardiac hypertrophy in young adult mice was excluded as the diastole left ventricle volume, LV Vol;d, in *Pidd1*^−/−^ knockout was comparable to that of age-matched controls (Supplementary Fig. 1F). Yet, an increase in CM ploidy may not affect heart weight, but could still affect cell size. Quantification of the cross-sectional area of CMs from *Casp2*^*−/−*^, *Raidd*^*−/−*^*, Pidd1*^*−/−*^ and WT hearts, measured by Wheat Germ Agglutinin (WGA), staining cell membranes, and Troponin I, staining CMs, revealed no differences across genotypes (Fig. 2H). This suggests that the increases in ploidy are not associated with an increase in CM size, even though contrasting findings were made in the liver [58], at least in early life. To test if the observed absence of CM hypertrophy could be explained by increased polyploid CM cell death, TUNEL staining was performed on sections of 3 months-old PIDDosome knockout hearts. The assay showed no sign of increased apoptosis compared to WT (Supplementary Fig. 2A), excluding this possibility.

Collectively, these data show that increases in the number of polyploid CM do not alter the tissue architecture of the heart and more importantly, cardiac function in young adult mice. However, these increases appear to reduce cardiac function with age.

### The PIDDosome restricts CM ploidy in response to  extra centrosomes

To define the time window of PIDDosome action during postnatal CM development, we first evaluated postnatal mRNA expression of the individual PIDDosome components by qRT-PCR from isolated CMs. All PIDDosome components showed low expression levels at P1, while at P7 mRNA levels of all components were found to be strongly increased. Interestingly, decreasing expression of these genes at P10 suggests that the PIDDosome components are under tight transcriptional control during postnatal heart development (Fig. 3A). Next, in order to unveil when the PIDDosome exerts CM-specific ploidy control, hearts were isolated from WT as well as *Casp2*^*−/−*^, *Raidd*^*−/−*^ or *Pidd1*^*−/−*^ mice on P1, P7, P14 and P21 and CM nuclear ploidy was assessed by flow cytometry. As expected, on P1 no significant difference in the fraction of tetraploid CM nuclei was observed across genotypes (Fig. 3B), consistent with diploid mononucleated CMs dominating at this developmental stage [3]. However, at P7 the population of tetraploid CM nuclei in PIDDosome mutant mice increased significantly, compared to the same population in WT mice (Fig. 3C). This phenomenon coincides with the formation of binucleated CM at this time point during heart development [3]. Interestingly, the percentage of tetraploid CM nuclei reached a plateau at P14, as no further increases were noted on P21 (Fig. 3D, E), matching numbers were seen in adult mice (Fig. 1C). Flow cytometric ploidy analysis of *XMLC2*^*+*^*Casp2*^*fl/fl*^ mice confirmed that this is a cell-autonomous effect (Fig. 3F).

**Fig. 3:**
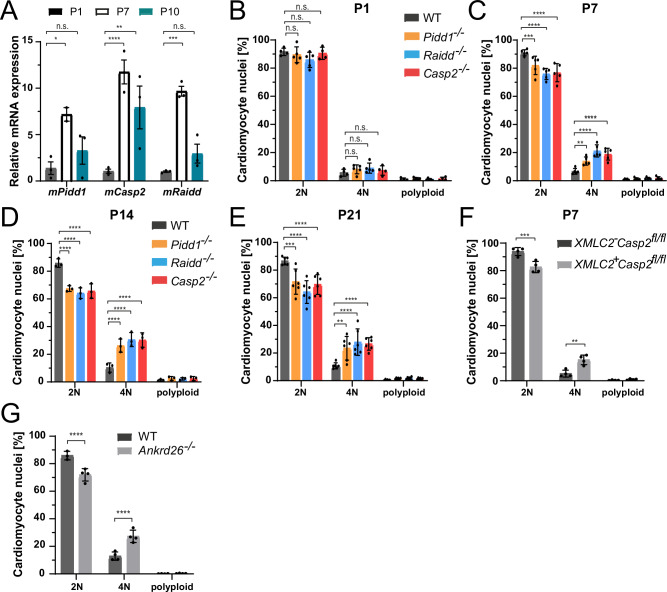
The PIDDosome controls CM ploidy levels starting on day 7 after birth. **A** PIDDosome mRNA levels were determined in isolated P1, P7 and P10 CMs from WT mice by qRT-PCR. n: 3 individual isolations per postnatal timepoint. Quantification of the CM nuclear ploidy measured by flow cytometry of P1 (**B**), P7 (**C**), P14 (**D**), P21 (**E**) from the indicated genotypes. n: 3–5 for P1 (5 hearts of each genotype per n), n: 5 for P7 (3 hearts of each genotype per n), n: 3 for P14 (2 hearts of each genotype per n), n: 4–6 for P21 (2 hearts of each genotype per n). **F** Quantification of the CM nuclear ploidy in *XMLC2*^*-*^*Casp2*^*fl/f*l^ and *XMLC2*^*+*^*Casp2*^*fl/fl*^ Mice at P7. n: 4 (*XMLC2*^*-*^*Casp2*^*fl/fl*^ and *XMLC2*^*+*^*Casp2*^*fl/fl*^) (n: 3 hearts of each genotype). **G** Quantification of CM nuclear ploidy of 3-month-old *Ankrd26*^*−/−*^ and WT (C57BL/6 J) mice measured by flow cytometry. n: 4 per genotype. Data represent means ± SEM (A) or ± SD (**B**–**G**) analyzed by Two-way ANOVA (**A**–**G**). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, n.s. not significant.

PIDDosome activation depends on PIDD1 binding to extra mother centrioles via the centriolar distal appendage protein ANKRD26 in cancer cells [22], as well as in primary hepatocytes [32]. Prior work has shown that rat P3 binucleated CMs contain 3 or 4 centrioles including clustered extra mother centrioles [16], suggesting these may be involved in pathway activation. Hence, we quantified the CM nuclear ploidy in hearts from 3-month-old mice lacking the molecule that links PIDD1 to mother centrioles, ANKRD26. Indeed, the percentage of tetraploid nuclei in *Ankrd26*^−/−^ mice was increased by two-fold, similar to what was observed in the PIDDosome knockout mice (Fig. 3G).

Our findings indicate that supernumerary centrosomes and specifically increased mother centriole numbers in CMs trigger PIDDosome activation in an ANKRD26-dependent manner as early as P7.

### Caspase-2-loss enhances gene expression signatures related to an immature CM state

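Nuclei of cardiomyocytes (CMs) were sorted by PCM1, a centriolar satellite protein that gathers at the nuclear surface of CMs, from hearts of control mice (XMLC2-Casp2fl/fl) and of mice in which Cre recombinase removes Casp2 from CMs (XMLC2+Casp2fl/fl, Casp2-depleted). Libraries of transcript 3′ ends (QuantSeq, low-input protocol) were made from 4 pools of hearts per genotype and day, with 15 hearts per pool at P1, 6 at P7 and 2 at P14. Each library is therefore a pool and not an animal. The authors trimmed the single-end reads, aligned them to GRCm39 with STAR and counted them over whole genes, introns included, with HTSeq. The deposited values are these raw counts per gene, without normalization. The paper's text names no molecular identifiers, so copies of a molecule count as separate reads and the limits given for a count of 0 cover counting error only. The 21 libraries that the paper kept entered the fit. The reads on genes ranged from 1243967 to 1544100 (median 1300426) in 3 P1 control libraries, from 1220640 to 2727103 (median 1649698) in 4 P1 Casp2-depleted libraries, from 1635688 to 2420016 (median 2102146) in 4 P7 control libraries, from 1452114 to 2924097 (median 1742143) in 4 P7 Casp2-depleted libraries, from 891817 to 1278961 (median 1026886) in 3 P14 control libraries and from 976714 to 1167439 (median 1084051) in 3 P14 Casp2-depleted libraries. A count of 0 in a library of this depth allows up to 1.03 to 3.36 CPM. A fold given as at least a value allows 3 reads in the summed libraries of the group at 0. It leaves out the spread between libraries, so it is not a lower limit of the change between groups. Reads on no gene, 34.3 to 76.1% of the uniquely placed reads, were left out of the library sizes. The counts were normalized with TMM factors and fitted in edgeR with 1 mean per group, for the 20368 genes with at least 10 reads in total and a read in at least 3 libraries. Differential expression was tested with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment, at the paper's thresholds of an adjusted p-value below 0.05 and an absolute log2 fold change above 1. CPM of single genes are scaled by the TMM factors, and CPM of groups of genes by the reads on genes alone. Replicates differed far beyond counting noise. Among genes with at least 20 reads in another replicate of their group, 12.2% of the values in P7 control libraries and 27.4% in P14 control libraries were 0, where Poisson counting predicts 0.0205% and 0.00582%. The biological coefficient of variation was 1.50. The replicate number marks a batch in the labels of the deposited data. A batch holds 1 library of each genotype and day, too few for a value of its own, so it was tried as a block in the fit.

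**Figure D1:**
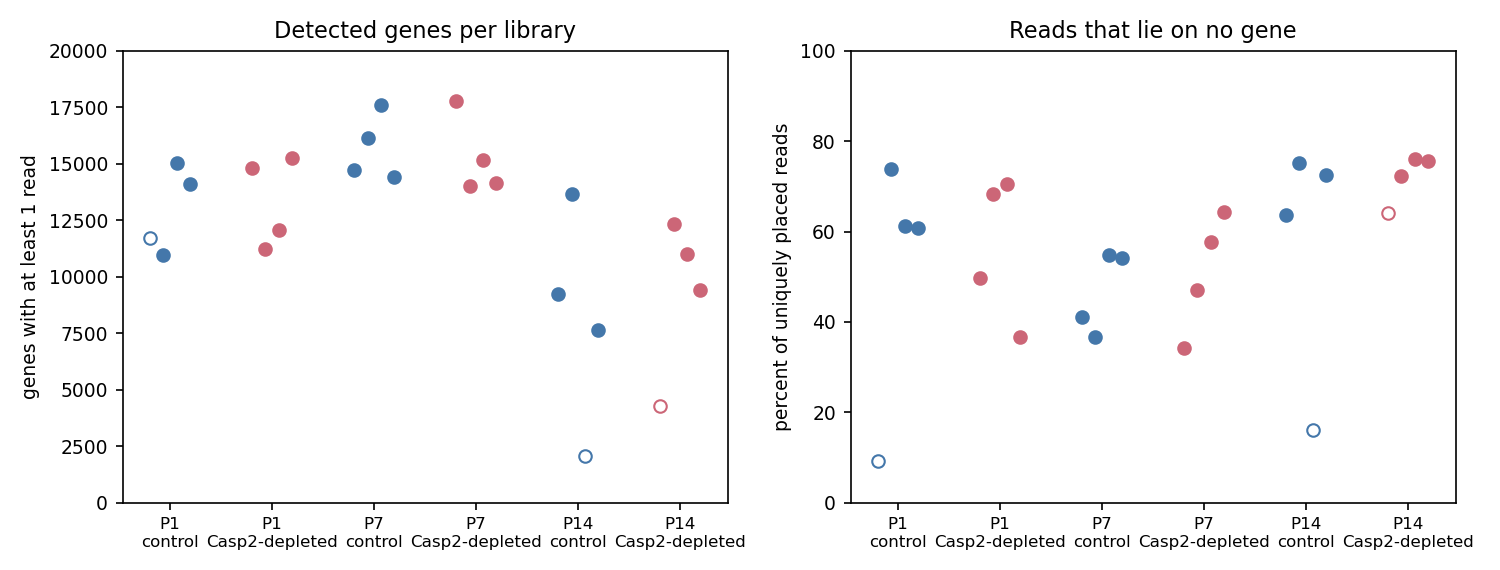
Genes with at least 1 read (left) and percent of the uniquely placed reads that lie on no gene (right) in each of the 24 libraries, by day and genotype. Blue circles are control, red circles Casp2-depleted, and open circles the 3 libraries the paper left out. The open circles of P14 lie at 2049 and 4285 genes, and the open circle of P1 lies at 9.21% of reads on no gene.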

In order to elucidate the biological processes through which the PIDDosome executes its ploidy-regulating function, P1, P7 and P14 CM nuclei were isolated from *XMLC2*^-^*Casp2*^*fl/fl*^ and *XMLC2*^+^*Casp2*^*fl/fl*^ mice and enriched by cell sorting based on PCM1 staining to perform bulk RNAseq (Supplementary Fig. 2B). Analyzing the transcriptomes of wild type CMs in a time-resolved manner by Gene set enrichment analyses (GSEA) supported data quality by confirming previously described developmental mRNA expression changes in CMs between P1, P7 and P14 [59, 60]. These included the previously reported  upregulation of different ion channels at P14, compared to P7 specimens, a known feature of CM maturation [61, 62]. In addition, gene sets linked to  cell adhesion were upregulated in P1 *vs.*  P7 CMs, consistent with previous publications  [60]. 

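Between P7 and P1 control CMs, 2 genes were called and both were higher at P7. Mapt (chromosome 11, 104122024 to 104222946 of GRCm39) rose from 39.7 to 418 ± 64.2 CPM (SD, n = 4), a log2 fold change of 3.39 (standard error 0.69, adjusted p = 0.00856 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mhrt (chromosome 14, 55205795 to 55229058) had a log2 fold change of 1.86 (standard error 0.31, adjusted p = 9.8e-05 from the same test). Mhrt overlaps Myh7 on the opposite strand, and the counting is not stated to use strand, so the assignment of reads in the overlap is uncertain. Ambiguous reads were kept apart from the gene counts, at 0.704 to 2.08% of the uniquely placed reads in the 21 libraries. Reads of the overlap could therefore be missing from both genes. Unadjusted p-values below 0.05 were found for 1358 genes. Between P14 and P7 control CMs, 382 genes were called, 2 higher and 380 lower at P14, with 3021 genes at an unadjusted p below 0.05. The median log2 fold change of all 20368 genes was -0.75, so that a change between these days is relative to that shift. Kcnd3, a potassium channel gene (chromosome 3, 105359284 to 105581318), rose from 75.0 ± 36.2 (SD, n = 4) to 351 ± 115 CPM (SD, n = 3). Fbxo43 had reads in 3 of 3 P14 libraries and in 0 of 4 P7 libraries and was at least 139.5-fold higher at P14. Tnni1, the slow skeletal troponin I gene (chromosome 1, 135707172 to 135738727), had 0 reads in the P14 control libraries and 3270 in those of P7, at least 719-fold lower at P14 (adjusted p = 4.7e-34 from edgeR's test). Coro6 was at least 304.7-fold lower and Ivns1abp at least 625.1-fold lower. The folds given as at least a value cover counting error only. Between P14 and P1, 65 genes were called, 1 higher and 64 lower, with 2333 genes at an unadjusted p below 0.05. The test moved these counts most. limma-voom with TMM called 49, 1150 and 205 genes in the 3 comparisons, which shared 0, 166 and 15 genes with the calls given here. Mapt and Mhrt were thus not called there, nor among the 93 genes of limma-voom with quantile normalization or the 24 genes of a fit with only the 2 groups, while both were among the 84 genes that DESeq2 called. With all 24 libraries in the fit, which adds P1 control replicate 1 and P14 control replicate 3, the counts were 0 (1527 genes unadjusted), 35 and 14. With the replicate number as a block, 1 gene was called between P7 and P1.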

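Of 183 tested genes of ion channels, 82 were higher at P14 than at P7 in controls (44.8%, against 35.2% of all genes). The mean log2 fold change of the list was 0.54 above that of the other genes, and 0.44 with genes at 0 in 1 group set to their bound (adjusted p = 0.101 from limma's camera test with Benjamini-Hochberg adjustment over 14 gene lists and 6 comparisons). The unadjusted p was also above 0.05. The camera test computes its own statistic per gene, so its p-values do not measure the size of the differences given for lists. The mean log2 fold change of the list itself was below 0, at -0.865, and fry, which does not set a list against the other genes, gave a fall with an unadjusted p below 0.05 (adjusted p = 0.161 from limma's fry). The difference ran up to 0.91 without P14 control replicate 2. With all 24 libraries the difference was 0.55 and did not pass either. Called genes of the list were Kcnd3, which rose (log2 fold change 2.23, standard error 0.65, adjusted p = 0.0393 from edgeR's quasi-likelihood test), and Cacna1g (-2.63), Itpr2 (-2.07), Cacna1c (-1.42) and Ryr2 (-1.35), which fell. Ryr2 was the only one of these 5 genes with overlap between the libraries of both days. Across all lists and comparisons, 30 of 84 tests passed an adjusted p of 0.05 and 41 had an unadjusted p below it. The correlation assumed between the genes of a list, preset to 0.01, moved this number most. With the correlation estimated from the libraries 0 of 84 passed (0 at an unadjusted p below 0.05), and with fry 10 passed (22 unadjusted), all of them between P14 and P7.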

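Of 133 tested cell adhesion genes, 58 were higher at P7 than at P1 in controls (43.6%, against 55.0% of all genes). The mean log2 fold change of P7 over P1 lay below that of the other genes (difference -0.30, adjusted p = 0.0979 by limma's camera test), with an unadjusted p below 0.05, the paper's threshold, and no gene of the list was called. The mean log2 fold change of the list itself was 0.264, above 0, while the median was -0.300, below 0. The list did not pass under fry (adjusted p = 0.939 from limma's fry). Without P1 control replicate 4 the difference was -0.65 and passed the adjusted threshold. With all 24 libraries it was -0.21.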

Gene sets of RNA splicing, aerobic respiration and oxidative phosphorylation were also abundant in P7 CMs in both comparisons, P14 *vs*. P7 and P7 *vs*. P1 samples, as clear signs of CM maturation [63]. 

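RNA splicing genes were higher at P7 than at P1 in 82 of 100 cases, by 0.78 over the other genes (adjusted p = 1.8e-06, limma's camera test). At P14, 10 of the 100 were higher than at P7, with a difference of -1.34 (adjusted p = 2.9e-08, camera). Without P1 control replicate 2 the rise of the RNA splicing genes was 0.39, and their fall was -2.08 without P14 control replicate 1 and -0.89 without P14 control replicate 2, each still past the adjusted threshold. Genes of oxidative phosphorylation were higher at P7 than at P1 in 72 of 81 cases, by 1.05 (adjusted p = 3.1e-06, camera), and higher at P14 than at P7 in 7 of 81, with a difference of -2.09 (adjusted p = 2.4e-07, camera), or -1.71 with genes at 0 in 1 group at their bound. Under fry the falls from P7 to P14 passed the adjusted threshold (0.0209 and 0.0241), and the rises from P1 to P7 did not (0.155 and 0.161). As fry does not set a list against the other genes, whose median log2 fold change was also below 0 (-0.75 over all genes), its falls are not specific to these lists. P1 control replicate 1 changes the first step for oxidative phosphorylation. With all 24 libraries its difference between P7 and P1 was -0.46 and did not pass, while that of RNA splicing was 0.13 and passed. Both falls from P7 to P14 passed with all 24 libraries, at -0.88 and -1.75. The share of reads on no gene was also set as a term in the fit, after the data were seen. The falls then were -0.12 for RNA splicing and -0.22 for oxidative phosphorylation, and the rises from P1 to P7 became -0.11 and -0.21. None of these passed, so this share and the day cannot be told apart for the 2 lists. Called genes of the oxidative phosphorylation list at P14 were Cox6a1, at least 65.7-fold lower, Uqcrq, at least 68.8-fold lower, and Atp5mg (log2 fold change -4.64, standard error 1.36, adjusted p = 0.0377 from edgeR's quasi-likelihood test). Of 13 called RNA splicing genes, Prpf38b fell from 1061 ± 451 (SD, n = 4) to 112 ± 74.1 CPM (SD, n = 3). Hnrnpdl was at least 121.6-fold lower, Srsf3 at least 100.5-fold lower, and Hnrnpu and Prpf40b had 3 reads each at P14, against 571 and 470 at P7.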

Interestingly, when comparing the nuclear transcriptomes of CMs isolated from P7 *vs*. P1, gene sets defining “mitochondrial protein complexes” and “mitochondrial organization” were also enriched, indicating that P7 CMs have a more mature mitochondria structure or organization compared to P1 CMs, confirming published results [62, 64] (Supplementary Fig. 2C, D). In addition, a trend towards the switching of genes, which play a role in sarcomere structure and regulation, involved in the “Cardiac Fetal-to-Adult Contractile Isoform Transition” [60, 62], was also confirmed between P1 and P7 CMs (Supplementary Fig. 2E).

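For mitochondria, 70 of 88 genes of mitochondrial organization were higher at P7 than at P1 in controls, by 0.84 over the other genes (adjusted p = 0.0103, limma's camera test). With the replicate number as a block the difference was 0.65, and with all 24 libraries it was 0.03, and neither passed. Of 67 mitochondrial ribosome genes, 51 were higher at P7, by 1.44, or 1.07 with genes at 0 in 1 group at their bound (adjusted p = 0.00102, camera). With all 24 libraries this difference was 0.38 and did not pass. Under fry the adjusted p-values were 0.198 and 0.155.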

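Of 8 adult sarcomere isoforms, 8 had a higher fitted level at P7 than at P1 in controls. For Myh6 (chromosome 14, 55179367 to 55205887) the log2 fold change was 1.56 (standard error 0.65), for Myl2 1.27 (standard error 0.41), for Myom2 1.97 (standard error 0.76) and for Tnni3 1.94 (standard error 0.98). Every P7 library lay above every P1 library for these 4 genes. The rise of Actc1 was 1.12, that of Actn2 1.20, that of Myl3 1.57 and that of Tnnt2 0.17, each within 2 standard errors. Of 8 fetal isoforms, Myh7 (-1.24, standard error 0.85), Tnni1 (-0.84, 0.48) and Acta2 (-1.85, 2.08) were lower at P7, and Tnnt1 (1.46, 1.12), Myl4 (0.70, 2.32) and Actn1 (0.14, 0.94) were higher. Acta1 had 34 reads at P7 and 0 at P1, at least 7.98-fold higher, and Myl7 had 5 and 0. No isoform passed the adjustment over all genes, with a smallest adjusted p of 0.626 from edgeR's quasi-likelihood test.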

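The targeted gene was read too rarely to check the genotype. Casp2 (chromosome 6, 42241918 to 42259443 of GRCm39) had 8 reads in the P7 Casp2-depleted libraries (5, 3, 0 and 0) and 9 in the P7 control libraries (5, 3, 1 and 0), and 0 in each of the 16 libraries of P1 and P14. Its log2 fold change at P7 was -0.19 (standard error 2.32), and it was not called. The paper's value in Table S1 is -1.61, with the paper's adjusted p of 0.0215. At P7, 0 of the 20368 genes were called between Casp2-depleted and control CMs, with a smallest adjusted p of 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Unadjusted p-values below 0.05 were found for 860 genes (4.22%). For 334 genes (1.64%) every library of 1 genotype lay above every library of the other, where random grouping gives 2.86% for values without ties. Genes with a count of 0 in both genotypes cannot separate in this way, so the lower share decides nothing. Among the alternatives set before the data were examined, the test moved this count most. DESeq2 on the same genes called 27, 11 higher and 16 lower in Casp2-depleted CMs. Fits with edgeR's filterByExpr, without a filter, with all 24 libraries, at equal depth, with the replicate number as a block, with only the 2 groups, with limma-voom and TMM, and without each P7 library in turn called 0, and limma-voom with quantile normalization called 1. In simulated counts for this comparison with the dispersion estimated here, 0 of 200 genes changed 4-fold and 47 of 200 genes changed 16-fold were recovered.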

Since the PIDDosome starts to affect the ploidy status of CMs during the first postnatal week (Fig. 3), we next investigated the differentially expressed genes in *Casp2*-depleted CMs (*XMLC2*^+^*Casp2*^*fl/fl*^ mice), compared to CMs from control animals (*XMLC2*^-^*Casp2*^*fl/fl*^ mice) at P7 (Fig. 4A and Supplementary Table S1). Interestingly, genes related to CM proliferation (*Foxm1* [65–67], *Gas5* [68, 69], *Sqle* [70], *Dusp8* [71]), cell cycle regulation (*Cdkn1a* [72], *Hes1* [73], *Trim39* [74], *Lin37* [75], *Kif18a* [76, 77]), ploidy control (*E2f8* [78], *Mad2l1* [79]) and T-Tubule maturation (*Bin1* [80]) were found differentially expressed between genotypes (Fig. 4A). qRT-PCR data of mRNA levels of *Cdkn1a and Lin37* confirmed the finding of the bulk RNAseq (Fig. 4B). 

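Of the 15 genes named here or in Fig. 4A, 15 were tested at P7, 3 had an unadjusted p below 0.05, 0 passed when adjusted over the list alone (smallest adjusted p 0.174 from edgeR's quasi-likelihood test), and 0 passed over all genes tested. The study chose the list on these libraries, so the test over the list is not independent evidence. The 3 genes were higher in Casp2-depleted CMs. Sqle (chromosome 15, 59186869 to 59203043) had 31 reads in 3 of 4 Casp2-depleted libraries and 0 in controls, at least 10.1-fold higher. Fbxo6 (chromosome 4, 148230170 to 148236643) had 25 reads against 0, at least 8.18-fold higher. Both folds cover counting error only and leave out the spread between libraries. Ptges (chromosome 2, 30779483 to 30820196) was at 16.4 ± 3.97 CPM (SD, n = 4) against 0.743 ± 1.06 (SD, n = 4), with a log2 fold change of 4.37 (standard error 2.07). Cdkn1a (chromosome 17, 29309936 to 29319701) had 1 read in Casp2-depleted libraries and 46 in 3 of 4 control libraries, with a log2 fold change of -5.34 (standard error 3.00). Lin37 (chromosome 7, 30254861 to 30259291) had 13 reads in 1 Casp2-depleted library and 64 in 3 control libraries (-2.48, standard error 2.74). In fits without 1 P7 library each, the log2 fold change of Lin37 ran from -6.73 to -1.15. Mad2l1 (chromosome 6, 66512208 to 66524204) had 39 reads in 3 libraries against 11 in 1 (1.74, standard error 2.67). In fits without 1 P7 library each, the log2 fold change of Mad2l1 ran from 0.76 to 6.27. The log2 fold changes of Foxm1 (1.08), Kif18a (2.17), Bin1 (3.78) and Fam110a (1.76) were above 0 and those of Gas5 (-1.05), Dusp8 (-1.73), Hes1 (-1.01) and Trim39 (-1.33) below 0, each within 2 standard errors (2.25 to 2.71). None of the 15 was called in fits with another filter, depth, set of libraries, block or test, while limma-voom with quality weights over all gene identifiers, tried after the data were seen, called Cdkn1a in 3 fits of 241, 373 and 56 calls. The paper's table of this comparison (Supplementary Table S1) was read here in its first 1998 of 18994 rows, which hold every gene the paper calls.

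**Figure D2:**
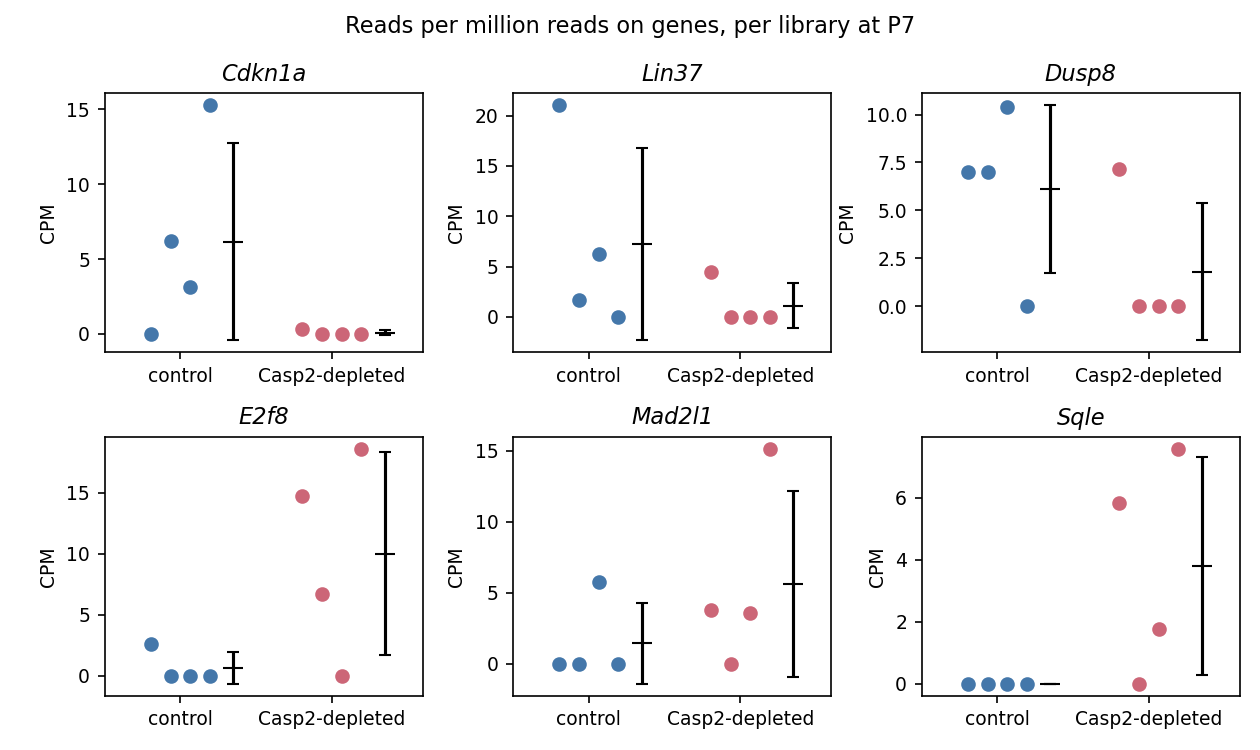
CPM (scaled by the reads on genes) of Cdkn1a, Lin37, Dusp8, E2f8, Mad2l1 and Sqle in each P7 library, 4 control (blue) and 4 Casp2-depleted (red), with bars for the mean and whiskers for the SD. For each gene at least 1 library of each genotype lies at 0, and for Sqle all 4 control libraries do.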

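In Casp2-depleted CMs at P7, 56 of 92 genes of chromosome separation and the spindle checkpoint were higher than in controls (60.9%, against 48.1% of all genes). Their mean log2 fold change lay 0.40 above that of the other genes, and camera's own statistic was also higher (adjusted p = 0.0445, limma's camera test). With the replicate number as a block the difference was 0.38 and no longer passed, and it passed in 3 of the 8 fits without 1 P7 library. The difference was 0.64 for the PLK1 pathway (35 of 52 genes higher, adjusted p = 0.0917), 0.37 for sister-chromatid cohesion (21 of 36, adjusted p = 0.293) and 0.11 for microtubule regulation (39 of 80, adjusted p = 0.711). At the paper's threshold, an unadjusted p below 0.05, chromosome separation and the PLK1 pathway passed and the other lists did not. None of the 4 lists had an unadjusted p below 0.05 under fry or with an estimated correlation. No gene of these lists was called, and Plk1 itself had too few reads to be tested. With all 24 libraries chromosome separation passed, at 0.45, and the other 3 lists did not.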

Further, GSEA highlighted GO terms related to chromosome separation, mitotic spindle checkpoint, the PLK1 pathway (which also controls centrosome biogenesis), resolution of sister-chromatid cohesion and microtubule-based processes, all upregulated at P7 in *Casp2*-depleted CMs compared to controls. This suggests that Caspase-2-depleted CMs, which are already more polyploid compared to their control counterparts at P7, might experience mitotic errors and delays due to their increased DNA content. Importantly, downregulated GO terms in P7 *Casp2*-depleted CMs *vs*. P7 controls were associated with a reduction in fatty acid metabolism and muscle differentiation, as well as sarcomere organization, all signs of reduced CM maturation (Fig. 4C).

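The sarcomere organization list was lower in Casp2-depleted CMs at P7, with 14 of 73 genes above control and a difference of -0.33 from the other genes (adjusted p = 0.00659, limma's camera test). Muscle and cardiocyte differentiation had 17 of 84 genes above control and a difference of -0.33 (adjusted p = 0.0120, camera). Fatty acid metabolism had 27 of 83 genes above control and a difference of -0.19 (adjusted p = 0.0765, camera). Each of the 3 lists had an unadjusted p below 0.05, the paper's threshold. None of them did under fry or with an estimated correlation, and no gene of these lists was called. Without P7 Casp2-depleted replicate 3 the sarcomere difference was -0.09 and no longer passed the adjusted threshold, and without P7 Casp2-depleted replicate 4 that of muscle differentiation was -0.07 and that of fatty acid metabolism 0.01. Without P7 control replicate 3 the sarcomere and muscle differentiation differences were each -0.61 and that of fatty acid metabolism -0.50. Of the 8 fits without 1 P7 library, fatty acid metabolism gained the adjusted threshold in 2. Sarcomere organization lost it in 3 and muscle differentiation in 4. Myh6 was at 11320 ± 2655 CPM (SD, n = 4) against 15990 ± 4071 (SD, n = 4) in controls, a log2 fold change of -0.50 (standard error 0.58).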

**Fig. 4:**
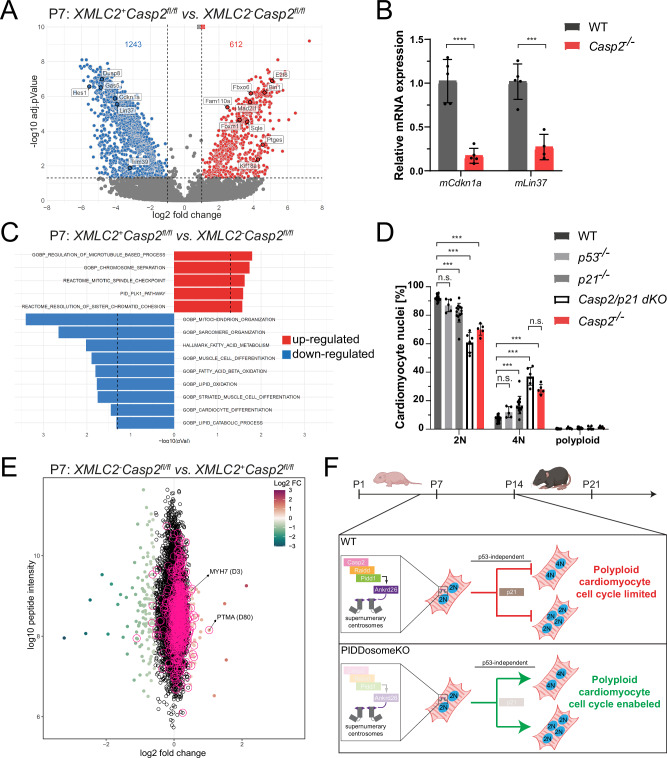
PIDDosome-mediated CM ploidy control does not depend on p53. **A** Volcano plot of the differential gene expression analysis comparing *XMLC2*^*+*^*Casp2*^*fl/fl*^ to *XMLC2*^*-*^*Casp2*^*fl/fl*^ samples at P7. Dashed lines indicate an adj. p-value of 0.05 and a log2FC of -1 or 1. Numbers of up- or down-regulated differentially expressed genes are indicated in the graph. **B** *p21 (Cdkn1a) and Lin37* mRNA levels in P7 CMs from WT and *Casp2*^*−/−*^ mice by qRT-PCR. n: 5-4 CM isolations per each genotype. **C** Selected significantly deregulated gene sets of the gene set enrichment analysis results comparing *XMLC*^*+*^ *Casp2*^*fl/fl*^ to*. XMLC2*^*-*^*Casp2*^*fl/fl*^ samples at P7. Dashed lines represent a plain *p*-value of 0.05. **D** Bar plots of CM nuclear ploidy of the indicated genotypes. n: 15 (WT), n:14 (*p21*^−/−^), n:5 (*p53*^−/−^), n: 6 (*Casp2*^*−/−*^*/p21*^*−/−*^), n:5 (*Casp2*^−/−^, as in Fig. 1C). **E** Plot showing the log2-fold change of N-termini measured by quantitative mass spectrometry in *XMLC2*^*-*^*Casp2*^*fl/fl*^ vs. *XMLC*^*+*^ *Casp2*^*fl/fl*^ heart tissues. Significantly up- or down-regulated N-termini (adjusted *p*-value  <  0.05) are color-coded based on the observed fold-change. N-termini generated by cleavage C-terminal to aspartic residues are highlighted with a purple outline. **F** Cartoon summary: The PIDDosome exerts its CM ploidy controlling function within the first two postnatal weeks in mice. Activation depends on extra centrosomes and ploidy is regulated independently of p53 stabilization, yet engaging p21 downstream of Caspase-2 in a yet to be defined manner. Data are mean ± SD (**B**–**D**) analyzed by Student’s *t* test (**B**) or Two-way ANOVA (**D**). ***p < 0.001, ****p < 0.0001, n.s. not significant.

Together, this suggests that the absence of Caspase-2 in CMs causes delays in the naturally occurring terminal differentiation program, resulting in the presence of more immature and cell cycle active CMs, compared to control mice at P7.

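A score of maturation was computed for each library from the time course alone, as the mean log2 CPM of the 200 genes with the smallest p among those higher at P14 than at P1 in controls, minus the mean of the 200 among those lower. Control libraries moved from -5.19 ± 0.90 (SD, n = 3) at P1 to -3.93 ± 0.46 (SD, n = 4) at P7 and 1.13 ± 0.40 (SD, n = 3) at P14, and the P1 and P14 values define the scale. At P7, Casp2-depleted libraries were at -3.85 ± 0.45 (SD, n = 4), 0.087 above control (exact permutation test, two-sided, p = 0.771, over 70 arrangements with a smallest possible p of 0.0286). The P7 difference was within the spread of the libraries, and the step from P1 to P7 in controls was 1.26. The difference ran from 0.036 with edgeR's filterByExpr to 0.260 with all 24 libraries. At P1, Casp2-depleted libraries were at -3.52 ± 1.02 (SD, n = 4), above control, with overlap (exact permutation test, two-sided, p = 0.114). At P14 they were at -1.04 ± 0.355 (SD, n = 3), below control, without overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The genes were chosen on the control libraries of these 2 days. With genes chosen on the Casp2-depleted libraries instead, tried after the data were seen, both differences changed sign, to -1.92 at P1 and 2.84 at P14, the P7 difference was 0.346, and controls moved from -4.72 at P1 to -6.28 at P7. The order of P1 and P7 controls on the score thus depends on the choice of genes, so the score cannot decide whether maturation differs at P7. Without P7 control replicate 2 the P7 difference was -0.114, and without P7 Casp2-depleted replicate 4 it was -0.102. From the differentially expressed genes and gene sets of P7, with mitotic terms higher and terms of fatty acid metabolism, muscle differentiation and sarcomere organization lower, the paper reasons that Casp2-depleted CMs are less mature. It proposes that loss of Caspase-2 delays their terminal differentiation. The paper also draws on protein data for delayed maturation, since its N-terminomics of P7 hearts found less processed MYH7 without Caspase-2. Those protein data were not analysed here.

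**Figure D3:**
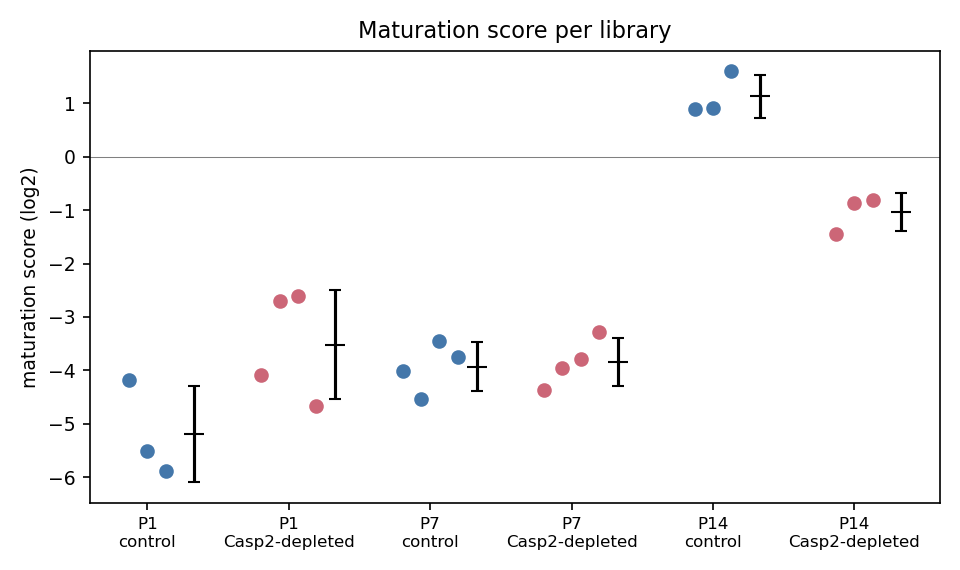
Maturation score of each of the 21 libraries by day (P1, P7, P14) and genotype, control in blue and Casp2-depleted in red, with the mean and SD of each group. The P7 groups, at -3.93 and -3.85, overlap.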

### PIDDosome-driven CM ploidy control does not require *p53* but involves *p21*

Mechanistically, the PIDDosome regulates ploidy by the activation of the protease activity of Caspase-2 and subsequent MDM2 cleavage, leading to p53 activation [19, 23]. Thus, we analyzed CM ploidy in 3-month-old *p53*^−/−^ mice. Surprisingly, the percentage of tetraploid CM nuclei in mice lacking this key ploidy regulator was not significantly different compared to that found in WT animals (Fig. 4D). In liver development, p53 promotes a p21-induced cell cycle arrest in polyploid hepatocytes [23]. Intriguingly, *p21*^−/−^ mice showed a significant increase in ploidy, compared to WT animals but the percentage of 4 N nuclei in *p21*^−/−^ mice was still lower compared to that seen in the *PIDDosome* knockout mice (~16% vs. ~26%, respectively). This suggests that p21 and the PIDDosome may act in separate pathways (Fig. 4D). However, comparing CM nuclei from *Casp2*-deficient mice with those from *Casp2/p21* double-knockout (dKO) animals did not reveal an additional ploidy increase that was statistically significant, indicating that p21 acts downstream of the PIDDosome (Fig. 4D), as suggested also by our RNAseq data and qRT-PCR results (Fig. 4A, B). Since p73 has been implicated in regulating CM proliferation and can also be regulated by MDM2 in absence of p53 [81, 82], we reasoned that it may replace p53 during postnatal heart development. Thus, we analyzed the CM nuclear ploidy of *p73* knockout mice at P7, a time when the PIDDosome is already active. However, no difference in tetraploid CM population was evident between *p73*^*−/−*^ and WT mice (Supplementary Fig. 3C), indicating that p73 does not compensate for p53 during heart development, as seen in other developmental settings [83].

In an attempt to identify alternative substrates processed by Caspase-2 in response to PIDDosome activation in CMs, we performed N-terminomics with hearts isolated from *XMLC2*^*-*^*Casp2*^*fl/fl*^ and *XMLC2*^*+*^*Casp2*^*fl/fl*^ mice at P7 (Fig. 4E and Supplementary Fig. 3D). This analysis identified a total of 7503 unique neo-N-termini, of which 547 peptides resulted from a cleavage after aspartate residues, a hallmark of caspase-mediated proteolytic activity (Supplementary Table S2). Importantly, most of the cleavage events after aspartic residues were enriched in the control samples that express Caspase-2 (*XMLC2*^*-*^*Casp2*^*fl/fl*^) proving the validity of the approach. Among the putative Caspase-2 targets, two proteins were of interest: myosin heavy chain (MYH7), and Prothymosin alpha (PTMA). MHY7 is more abundant in fetal, compared to adult hearts [60, 62]. In the absence of Caspase-2, processed MHY7 is less abundant, suggesting that, in line with the observed transcriptomic changes (Fig. 4C), Caspase-2 loss delays CM maturation. Intriguingly, PTMA, the second substrate of interest, reportedly promotes CM proliferation [84] and Caspase-3-mediated proteolysis of PTMA has been noted in apoptotic cells [85].

Taken together, our findings support a role for p21 downstream of the PIDDosome that regulates CM ploidy independent of p53. If Caspase-2-mediated proteolysis of MHY7 and/or PTMA are indeed critical for ploidy control downstream of the PIDDosome needs to be addressed in future studies.

## Discussion

During early postnatal development, CMs lose their proliferative capability and become polyploid, which is an established barrier to heart regeneration [11, 12]. Here, we show that the PIDDosome multiprotein complex is critical for regulating CM polyploidization within the first two postnatal weeks. Mice lacking individual PIDDosome components exhibit an increased nuclear and cellular ploidy status in CMs, which does not alter cardiac structure nor function in early adulthood, but appears to gradually compromise cardiac function with age (Fig. 4F). A recent study suggests that CM ploidy is necessary for proper organ function, as an increase in mononucleated diploid (and smaller) CM cause a decrease in the EF in mice [86]. Conversely, increased ploidy should increase the EF. The lack of a clear correlation between increased ploidy and CM size observed in young PIDDosome-deficient mice might explain why cardiac function is not altered at a young age. Of note, the observed reduced cardiac output in aged animals requires a more detailed follow-up analysis. If the loss of PIDDosome function may affect tissue performance after myocardial infarction (MI) still needs to be tested. However, it was shown that transient overexpression of Plk1 and Ect2 in polyploid CMs promotes CM proliferation and cytokinesis, leading to increased CM numbers. Importantly, this strategy improved heart function post-MI [86]. Hence, cell cycle re-entry of polyploid CMs may facilitate regeneration. Thus, we propose that suppression of PIDDosome function, e.g. by Caspase-2 inhibition [87–89], might be beneficial for cardiac regeneration after heart injury.

In contrast to the liver [23], in CMs the PIDDosome limits polyploidy by modulating different cell cycle genes, including p21, independently of p53 activity. Remarkably, CyclinG1, a p53 target gene, was shown to affect ploidy levels in the heart when overexpressed in neonatal rat CM, while its loss in mice prevented ploidy increases in response to pressure overload [90]. However, while p53 has been repeatedly implicated in CM death in response to DNA damage [91, 92], a direct impact on CM development has never been reported. How Caspase-2 can engage p21 in the absence of p53 is unclear, but stabilizing effects of Caspase-2 on p21 mRNA translation have been reported [93]. Regardless of mechanism, these data together with the increased percentage of 4N CM nuclei in p21 knockout animals suggest that the PIDDosome might exert its function not exclusively via p21, as the increase in 4N CM nuclei in p21 knockout mice was significantly lower than that seen in PIDDosome-deficient CMs. These findings are in line with previous studies which have shown that postnatal CM proliferation depends on p21 [94] but not on p53, as a *Trp53* knockout is insufficient to induce CM proliferation [95].

E2F8 is known to be a fundamental and positive regulator of hepatocyte ploidy during liver development [78] where it transcriptionally targets *Casp2* and *Pidd1* [23]. Recently, it was reported that CM-specific double knockout of *E2f8*  and in mice increases the  percentage of mononucleated diploid CMs, which had no effect on cardiac function in steady state and also failed to improve heart regeneration after infarction [96]. 

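In the P7 libraries, E2f8 (chromosome 7, 48516176 to 48531452 of GRCm39) had 82 reads in 3 of 4 Casp2-depleted libraries and 6 reads in 1 of 4 control libraries. Its level was 12.2 ± 9.39 CPM (SD, n = 4) against 0.784 ± 1.57 CPM (SD, n = 4), a log2 fold change of 3.79 with a standard error of 2.85 (adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In fits without 1 P7 library each, the log2 fold change of E2f8 ran from 3.42 (without control replicate 3) to 7.19 (without control replicate 1). The paper's value in Table S1, 5.09, lies within that range.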

Our bulk nuclear RNAseq data has shown that cardiac-specific deletion of Caspase-2 correlates with an upregulation of *E2f8* expression, which could explain the increased level of polyploid CMs in these mice [96]. *E2f7/8* double knockout livers are characterized by almost exclusively mononucleated diploid hepatocytes, while in the heart the inactivation of *E2f7/8* causes a modest increase of mononucleated diploid CMs from ~1% to 5% [96]. Thus, comparing liver and heart development, it seems that there are additional mechanisms or Caspase-2 substrates, which restrict CM polyploidization during heart development aiming to secure steady state heart function. Intriguingly, PTMA, identified in our N-terminomics analysis has been reported to enforce STAT3 signaling during CM proliferation [84]. Moreover, Caspase-3-mediated proteolysis of PTMA has been noted in apoptotic cells [85], but if Caspase-2 indeed processed PTMA to alter its function remains to be established. Of note, we identified D80 as a possible caspase-2 cleavage site. Caspase-2, −3 and −7 can cleave PTMA at D7 when spiked into cell lysates, while Caspase-3 reportedly targets D99 during apoptosis [85, 97]. Hence, we need to interpret our results with caution, in particular since  other proteases can also cleave proteins after aspartate residues.

Finally, heart regeneration therapies based on CM proliferation face many obstacles in clinical studies.  Hence, dissecting the events that regulate polyploid CM proliferation during postnatal heart development will be essential for translational medicine. As such, the PIDDosome represents an attractive target to modulate cell cycle arrest in human polyploid CMs, considering recent finding documenting improved post-MI function of hearts overexpressing PLK1 and ECT2 [86]. However, it is important to acknowledge that human adult hearts consist of different polyploid CM populations, while in mice the majority is binucleated with two diploid nuclei [3]. This hints towards possible species-specific differences in regulating CM polyploidization that deserve further interrogation. Thus, it remains possible that the role of the PIDDosome in CMs is not as prominent in humans.

To conclude, our findings not only describe a critical regulatory step in the terminal differentiation program activated postnatally in CMs, but also open a new perspective for regenerative therapies based on polyploid CMs, instead of focusing on the limited regenerative potential of the few mononucleated CM present in the mammalian heart.

## Supplementary information

Supplemental Figure and Table legends

Suppl. Figs. 1-4

qPCR raw data

qPCR raw data

qPCR raw data

DEG p7 wt vs. C2 KO

N-tails Substrate Analysis

## Data Availability

Data supporting the findings of this study are available within the paper and its Supplementary Information. Additional data that support the findings of this study are available from the authors upon reasonable request. Information on data base repositories for RNAseq and N-tails proteomics are found in the materials section.

# Supplementary material for: The PIDDosome controls cardiomyocyte polyploidization during postnatal heart development
**Source:** Cell Death Differ. 2026 Jan 12;33(6):1292–304. doi: 10.1038/s41418-025-01645-x
**Supplement:** Supplementary file 1 — Supplemental Figure and Table legends

**Supplemental Legends**

**Supplemental Figure 1. CRE expression under control of the *XMLC2* promoter does not affect CM nuclear ploidy.**

(**A**) Schematic representation of the flow cytometry gating strategy used to assess CM nuclear ploidy. Nuclei were isolated from frozen hearts and CM nuclei were identified as PCM1^+^. The DNA content was measured by PI staining (**B-C**) Schematic illustrations of the mouse gene loci modified to induce CM-specific deletion of *Casp2* (B) and CM-specific membrane labelling (mT/mG) driven by *XMLC2*-dependent Cre activation (C). (**D**) Quantification of CM nuclear ploidy of the indicated genotypes measured by flow cytometry. *XMLC2^-^* (n=3), *XMLC2^+^*(n=4). (**E**) Representative H&E stained FFPE heart sections of 3 months-old mice of the indicated genotypes. Scale bars: 1mm. (**F**) Quantification of cardiac functions, left ventricle volume diastole and systole (LV Vol;d and LV Vol;s), left ventricular internal diameter end diastole and end systole (LVID;d and LVID;s), left ventricle posterior wall diastole and systole (LVPW;d and LVPW;s), interventricular septum diastole and systole (IVS;d and IVS;s)) measured by echocardiography in 7-10-weeks-old mice. n: 21 (WT), n: 18 (*Pidd1*^-/-^). (**G**) Quantification of cardiac functions, left ventricle volume diastole and systole (LV Vol;d and LV Vol;s), left ventricular internal diameter end diastole and end systole (LVID;d and LVID;s), left ventricle posterior wall diastole and systole (LVPW;d and LVPW;s), interventricular septum diastole and systole (IVS;d and IVS;s) measured by echocardiography in 15-19-months-old (aged) mice. n: 11 (WT), n: 13 (*Pidd1*^-/-^). (**H**) Representative FFPE heart sections of 15-19-months-old (aged) mice stained for collagen. Scale bars: 100µm. Data represent means ± SD (D, F-G) analyzed by Student’s t test (F-G) or Two-way ANOVA (D). * p < 0.05, **p < 0.01, ***p < 0.001 n.s.: not significant.

**Supplemental Figure 2. Gene set enrichment analysis results of control CMs supports the previously described developmental changes between P1, P7 and P14 CMs.**

(**A**) Representative images of immunohistochemical analysis of cell death by TUNEL staining of heart sections of indicated genotype. Irradiated small intestine sections were used as positive controls. Scale bars: 20 µm. (**B**) RLDF (regularized linear discriminant functions) representation of the CM RNAseq samples, based on the centered, log2-transformed counts-per-million (log2CPM) (note: before count normalization with limma). The sample groups as indicated in the legend were defined as RLDF training groups. RDLF was performed with the function ‘plotRLDF’ of the R package limma (v. 3.52.4). (**C**-**D**) Selected significantly deregulated gene sets of the gene set enrichment analysis results comparing developmental days in control mice (*XMLC2^-^Casp2^fl/fl^*). Dashed lines represent a plain p-value of 0.05. (**E**) Heatmap of selected genes involved in sarcomere structure and regulation. The Z-scores of normalized gene expression calculated across P1 and P7 control samples are shown.

**Supplemental Figure 3. Bulk RNA sequencing sample exclusion**

(**A**) PCA of the CM RNAseq samples, based on the centered, log2-transformed counts-per-million (log2CPM) (note: before count normalization with limma). The samples are labelled with their respective group and replicate number; for improved readability of the labels, ‘*XMLC2^-^ Casp2^fl/fl^*’ was replaced with ‘minus’ and ‘*XMLC^+^ Casp2^fl/fl^*’ was replaced with ‘plus’. (**B**) Top 20 enriched gene sets (by adjusted p-value) of fuzzy clusters 6 and 7 genes determined by functional enrichment analysis. (**C**) Quantification of the CM nuclear ploidy of *p73^-/-^* mice measured by flow cytometry at P7. n:4 (WT and *p73^-/-^*). Data are mean ± SD analyzed by Two-way ANOVA; n.s.: not significant. (**D**) Principal component analysis based on log2 transformed N-terminal peptide intensities.

**Supplemental Figure 4. Fuzzy clustering of all samples**

Fuzzy clustering of all CM RNAseq samples. Clustering was performed on the gene log2 fold changes with respect to the average gene counts of the four P1 *XMLC2^-^ Casp2^fl/fl^* replicates, after each sample’s raw counts were normalized with the average count of its interquartile range count values.

**Table S1:** Differentially expressed genes in *Casp2*-depleted CMs (*XMLC2^+^Casp2^fl/fl^* mice), *vs.* CMs from control animals (*XMLC2^-^Casp2^fl/fl^* mice) at P7.

**Table S2:** Neo-N-termini identified in hearts isolated from *XMLC2^-^Casp2^fl/fl^* and *XMLC2^+^Casp2^fl/fl^* mice on P7.

How the deposited data were processed for this re-analysis (not part of the article)

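RNA of PCM1-sorted cardiomyocyte nuclei was measured in pools of hearts at P1, P7 and P14, from control mice and from mice with Casp2 removed in cardiomyocytes. There were 4 libraries per genotype and day, 24 in all, and conditions and replicate numbers were taken from the sample labels and the paper. The authors trimmed the reads for adapters, poly-A and poly-G, aligned them with STAR to GRCm39 with the Ensembl annotation of release 108, and made the deposited counts with HTSeq over the full gene. The counts are whole numbers of reads per gene without normalization, for 56923 gene identifiers per library. Gene names and coordinates were taken from a copy of GENCODE vM39 on GRCm39, which names 56236 of the identifiers, and these hold 99.5% of the reads. Strand settings of the counting and molecular identifiers are not named in the paper's text.

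The paper left out P1 control replicate 1, P14 control replicate 3 and P14 Casp2-depleted replicate 1 for low quality, and the remaining 21 libraries entered the fit. Fits over all 24 libraries were run as an alternative. The 21 libraries held 891817 to 2924097 reads on genes, with a median of 1452114. Reads on no gene stayed out of library sizes and tests, and their share of the uniquely placed reads was 34.3 to 76.1% with a median of 61.2%. A count of 0 was read as a limit of 3 reads, and shares of reads in single libraries were given with 95% Wilson intervals. Both cover counting error only. Folds given as at least a value rest on that limit in the summed reads of a group and leave out the spread between libraries. No pair of replicates was as close as sampling noise allows, with a chi-square per degree of freedom of 17.8 to 165 over the 36 pairs.

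Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, a quasi-likelihood fit of 6 group means over the 21 libraries (15 residual degrees of freedom) and the quasi-likelihood F-test, on genes with at least 10 reads in total and a read in at least 3 libraries. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Standard errors are the log2 fold change divided by the root of the F statistic. A log2 CPM uses a prior count of 2. The paper calls gene sets at an unadjusted p below 0.05, so the text says which lists pass it and gives the adjusted p. Gene lists were tested with the camera function of limma 3.58.1 at a preset correlation of 0.01, and with fry. The differences given for lists are of mean log2 fold changes from edgeR, while camera computes its own statistic per gene. The 2 can differ in sign: for the cytosolic ribosome list at P7 between genotypes the difference was 0.087 and camera's direction was down. The gene sets the paper tested were not used here, and 14 lists were written by gene symbol before any count was read, for oxidative phosphorylation, RNA splicing, ion channels, cell adhesion, mitochondrial organization, mitochondrial ribosome, cytosolic ribosome, chromosome separation and spindle checkpoint, sister-chromatid cohesion, PLK1 pathway, microtubule regulation, fatty acid metabolism, sarcomere organization, and muscle and cardiocyte differentiation. Further lists hold fetal and adult sarcomere isoforms, markers of fibroblasts, endothelial cells, mural cells, macrophages, erythroid cells and cardiomyocytes, mitochondrially encoded, Y-linked and X-inactivation genes, and genes of the PIDDosome and the p53 pathway. Single values per library were compared with exact permutation tests, two-sided, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

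The genes named in the text follow a rule. They are the 15 genes of the paper's RNA-seq text and Fig. 4A, Casp2 and the other genes of the PIDDosome and p53, Y-linked, X-inactivation and sarcomere isoform lists, and Cacna1c and Rbm25, the first 2 genes of Table S1. To these come, for each comparison, the 5 called genes with the largest rise and the 5 with the largest fall among those whose groups do not overlap, and for each list the 5 called genes with the largest absolute fold change. Genes of the interaction between genotype and day were named because they were called. One gene selected by this rule is left out and not reported here.

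Chosen before the data were examined were this rule, the tests, the samples in each fit and these alternatives: edgeR's filterByExpr, no filter, all 24 libraries, every library thinned to 891817 reads, the replicate number as a block, limma-voom with TMM or quantile normalization, DESeq2 1.42.0, only the 2 groups compared, the adjusted p alone, fry, an estimated correlation, other numbers of genes in the maturation score, and leaving out each library in turn. The share of reads on no gene as a term in the fit, the interaction without each P14 library, and the maturation score with genes chosen on Casp2-depleted libraries, were added afterwards. So was a search over settings of limma for the comparison of P7, which was set against the paper's Table S1 after the data had been seen. It ran past its planned end and came to 45 distinct fits, and no setting was taken from it. The copy of Table S1 holds the first 1998 of its 18994 rows, so no overlap or enrichment was tested on it.

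The labels of the deposited data mark the replicate number as a batch. Deviations of same-numbered control and Casp2-depleted libraries from their group means were correlated over 3764 genes with a mean above 50 CPM. These correlations are across genes, which are not independent replicates. At P7 the 4 same-numbered pairs had r = 0.415, 0.210, 0.223 and 0.228. At P1 they had 0.232, -0.166 and 0.323, and at P14 -0.068 and 0.016. The 28 pairs with different numbers had a median of -0.035, from -0.381 to 0.322.

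The test was tried on simulated counts for the comparison of P7, with 200 changed genes. With a dispersion of 0.1, 142 of 200 genes changed 4-fold were recovered, with 6 false calls. With the dispersion estimated here, 0 of 200 genes changed 4-fold were recovered, and 47 of 200 changed 16-fold with 1 false call. With changes among the most-read genes only, the numbers were 2 and 133. The estimated dispersion was that of all 21 libraries, with 1 mean per gene in all groups. At 4-fold over all genes, 8.06% of the unchanged genes had an unadjusted p below 0.05, against 4.22% of genes in the real comparison. The power at P7 may therefore differ. A simulated list of 100 genes changed 2-fold was recovered by camera, and an unchanged list was not. The simulated genes were drawn independently of each other. In the libraries, the correlation estimated for the sarcomere list at P7 was 0.274, against the preset 0.01. The simulation therefore cannot show whether camera's p-values hold for lists of correlated genes. The qPCR, ploidy, echocardiography and proteomic measurements of the paper were not analysed here.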

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

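The tests of library outliers, of the P14 count and of reads in a single P14 library below were chosen only after the results were seen. The relabelings of the interaction were set before. A library was singled out when its gap to the nearest of the others, over the range of its group, passed Dixon's 95% critical value. Of 48 groups of 4 libraries, 9 held such a library, where chance gives about 1 in 20, or 2.4.

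P1 control replicate 1, which the paper left out, lay far from the other P1 controls in 5 measures. It had 3310579 reads on genes, 1.88% of them on mitochondrially encoded genes and 0.420% on cytosolic ribosomal protein genes, 0 CPM on Y-linked genes and 1340 CPM on Xist. The other P1 controls had 83.8 CPM on Y-linked genes on average and 62.8 CPM on Xist. Cytoplasmic RNA is a candidate explanation for the mitochondrial and ribosomal shares. It predicts few intronic and intergenic reads, and 9.21% of the reads lay on no gene, the lowest share of the 24 libraries. Low depth is argued against for the missing Y-linked reads, since 0 reads allow at most 0.906 CPM. A pool of female hearts may be the source, with Xist at 1340 CPM. Xist overlaps Tsix on the other strand, so part of its reads is uncertain. No biological difference between this pool and the others was tested.

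At P7, mitochondrially encoded genes took 0.588% of the reads of Casp2-depleted replicate 1, against 0.154 to 0.163% in the other replicates, and 0.165% of those of control replicate 1, against 0.206 to 0.211%. Cytoplasmic RNA may explain the first, where ribosomal protein genes took 0.160%. Less cytoplasmic RNA is argued against for the second, where ribosomal protein genes took 0.124%. Of the 5 libraries singled out, 4 are numbered 1. A batch shared by the libraries numbered 1 cannot be told apart from chance, since the number was picked out after these libraries were seen, and the 2 at P7 deviate in opposite directions.

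Xist lay at 286 CPM in P14 control replicate 1, against 10.7 CPM in replicate 2. Genes lost at random from sparse P14 libraries may produce such a gap, and 1 of the 6 P14 libraries in the fit, control replicate 4, had reads neither on Xist nor on Y-linked genes, as had both P14 libraries that the paper left out. The groups of 4 set against Dixon's value include the libraries left out. The 10 most-read genes took 7.32% of the reads of P1 control replicate 2. Their share fell with the share of reads on no gene within groups over 21 libraries (Pearson's r = -0.720, permutation p = 0.00163, adjusted p = 0.00775 over 5 relations, and Spearman's rho = -0.671, permutation p = 0.00434, adjusted p = 0.00867), and r was -0.680 without the 2 farthest libraries. The library had 73.9% of its reads on no gene, so this share may be the source. No biological explanation was tested for either.

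For 5 genes the effect of the genotype differed between P7 and P14 in an interaction test with edgeR, with 1987 genes at an unadjusted p below 0.05. The log2 effect at P7 minus that at P14 was -7.29 for Tnni1 (standard error 1.09, adjusted p = 5.2e-07), 8.43 for Lig1 (1.51), 8.35 for Pdgfa (1.75), 6.74 for Spaca6 (1.43) and 3.75 for Psma4 (0.83). Of 100 drawn relabelings, the real one included, 88 gave as many genes. Reads in a single P14 library may carry Lig1 and Spaca6, whose 87 and 50 P14 reads lay in 1 library of the fit, control replicate 1, and both calls were lost without it. Spaca6 had a further 445 reads in control replicate 3, which was left out. For Psma4 this is argued against, with reads in 5 of 6 P14 libraries and all 3 controls above all 3 Casp2-depleted libraries, although 402 of its 672 reads lay in control replicate 1 and its call was lost without it. Pdgfa had reads in 2 libraries, 9 and 79, and its case stays open. Lost calls alone do not decide, since 3 of these 4 calls were lost without P14 control replicate 1 but also 3 without P14 Casp2-depleted replicate 4, which held 0 reads of the 4 genes. Tnni1 may rest on P14 Casp2-depleted replicate 2, which held 62 of its 68 reads, as the adjusted p was 0.271 without it. With the replicate block 2 genes were called, and without P14 control replicate 2 there were 47. Between P7 and P1, 0 genes differed in the effect of the genotype (1392 unadjusted). A difference in the timing of the genotype's effect, which this interaction tests, thus gave no more genes than relabeling did, and it stays open.

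The paper's comparison of genotypes is at P7. At P14, 34 genes were called, 6 higher and 28 lower in Casp2-depleted CMs, with 2613 genes at an unadjusted p below 0.05. Of the 10 splits of the 6 libraries, 8 gave as many, so that genotype and grouping by chance cannot be told apart with 3 libraries against 3. Among the 4 splits that part as many same-numbered pairs, 3 gave as many. The count was 13 with the replicate block, 29 with all 24 libraries, of which 8 genes were shared, and 166 without P14 control replicate 2. Tnni1 was higher, at 15.8 CPM against 0, at least 20.3-fold. Gpatch11 (log2 fold change 6.67), Ivd (6.18), Lpcat3 (5.08) and Ptma (5.20) were also higher, and Ptma had 57 reads in 1 library. Cul4a was at least 52.8-fold lower and Prune1 at least 30.8-fold lower. Nup214 (-7.25), Man2a2 (-6.41), Zbtb38 (-5.26) and Gata6 (-4.10) were lower.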

How the results depend on the processing

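The fits with the share of reads on no gene, the interaction without each P14 library, the maturation score with genes chosen on Casp2-depleted libraries and the limma search were chosen only after the results were seen. Counts of called genes are given in the order P7 over P1, P14 over P7 and P14 over P1 in controls, then genotype at P1 and at P14.

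At P7, 0 genes were called between genotypes (860 at an unadjusted p below 0.05), and also with filterByExpr, no filter, all 24 libraries, equal depth, the replicate block, limma-voom with TMM, only the 2 groups compared, the adjusted p alone, and without each P7 library. limma-voom with quantile normalization called 1 and DESeq2 27. filterByExpr, which tests fewer genes, called 1 gene for P7 over P1, 231 for P14 over P7, 31 for P14 over P1, 3 for genotype at P14 and 0 in the interaction. No filter called 1 for P7 over P1 and 15 for genotype at P14. All 24 libraries called 0, 35 and 14 in the time course. The replicate block called 1 for P7 over P1, 13 for genotype at P14 and 2 in the interaction, and chromosome separation at P7 and mitochondrial organization for P7 over P1 no longer passed. For P14 over P7 it called 445 genes, 346 of them shared with the 382, and for P14 over P1 65, of which 52 were shared. Of the 84 tests of gene lists 27 passed. limma-voom with TMM called 49 (0 of them shared), 1150 (166 shared), 205 (15 shared), 49 and 116 (3 shared), limma-voom with quantile normalization 93, 702, 126, 63 and 149, and DESeq2 84, 1042, 527, 102 and 664. With only the 2 groups compared the counts were 24 for P7 over P1, 28 for P14 over P1 and 1 for genotype at P14. Apart from the construction named, the cause was not tested.

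For P14 over P7, edgeR with TMM called 2 genes higher and 380 lower, with a median log2 fold change of all genes of -0.75. Within limma-voom, quantile normalization moved the split from 27 higher and 1123 lower with TMM to 92 and 610, and the median from -1.15 to -0.12. For genotype at P14 the split was 76 and 40 with limma-voom and TMM, 84 and 65 with quantile normalization and 349 and 315 with DESeq2. For P7 over P1 it was 43 and 6, 79 and 14, and 72 and 12. Directions of lists between P14 and P7 are relative to the median of the fit.

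Of 84 tests of gene lists, 30 passed, 10 with fry and 0 with an estimated correlation (0 unadjusted). Oxidative phosphorylation for P7 over P1 reversed to -0.46 with all 24 libraries. Of 105 values of 15 lists, 22 lost and 3 gained their side of the threshold. No gene named at P7 changed its call in 234 values. Signs reversed for Trp53 at equal depth (-0.03), for Rbm25 with the block (0.01) and with limma-voom and TMM (0.16), and for Cacna1c (0.37) and Casp2 (0.01) with quantile normalization. At P14 the Y-linked difference was 3.85 CPM for 4 genes together, -6.34 for Kdm5d alone and -3.26 for Eif2s3y alone.

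Across fits without 1 library each, the counts ran from 0 (without P1 control replicate 2) to 3 for P7 over P1, from 176 (without P7 control replicate 2) to 502 (without P14 control replicate 1) for P14 over P7, from 29 (without P1 control replicate 4) to 143 (without P14 control replicate 1) for P14 over P1, from 19 (without P14 control replicate 1) to 166 (without P14 control replicate 2) for genotype at P14, and from 6 to 47 in the interaction. Gene lists passed in 24 to 37 tests. Cell adhesion for P7 over P1 ran from -0.65 to -0.20, RNA splicing from 0.39 to 1.03 and oxidative phosphorylation from 0.71 to 1.48. For P14 over P7, RNA splicing ran from -2.08 to -0.89, oxidative phosphorylation from -2.74 to -1.51 and ion channels from 0.46 to 0.91. At P7, chromosome separation ran from 0.26 to 0.52, sister-chromatid cohesion from 0.20 to 0.58, the PLK1 pathway from 0.47 to 0.82, microtubule regulation from -0.09 to 0.24, fatty acid metabolism from -0.50 to 0.01, sarcomere organization from -0.61 to -0.09, muscle differentiation from -0.61 to -0.07 and the maturation score from -0.114 to 0.262. Rbm25 ran from -0.33 to 0.39, Casp2 from -0.74 to 0.33, Kdm5d from -0.60 to 1.66, Uty from -0.07 to 1.49 and Trp53 from -0.62 to 2.75.

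With the share of reads on no gene as a term, 0 genes were called for P7 over P1 (1103 unadjusted) and 30 for P14 over P7, 0 gene lists passed the adjusted threshold, and oxidative phosphorylation (-0.21) and RNA splicing (-0.11) reversed for P7 over P1, as did 5 other lists. At P7 between genotypes, chromosome separation (0.53), the PLK1 pathway (0.78) and sister-chromatid cohesion (0.65) were larger than without the term, and all 3 had an unadjusted p below 0.05. With genes chosen on Casp2-depleted libraries the maturation difference at P7 was 0.346. The limma search of the P7 comparison, set against the paper's Table S1 after the data had been seen, gave 0 calls in 8 of 45 fits, 1, 2, 3, 4, 5, 6, 8 or 10 in most others, and 56, 241 and 373 with quality weights over all gene identifiers, with a median of 4. The cause was not tested.

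From counting alone, a count of 0 allows 1.03 to 3.36 CPM over the 21 libraries and 1.03 to 2.07 CPM in those of P7. Of the genes named at P7, Sqle, Fbxo6, Ptges and E2f8 had means below these P7 limits in controls.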

Differences from the paper's values

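All limma search fits named here were chosen only after the results were seen. For P7, the paper's numbers of genes higher and lower in Casp2-depleted CMs are 612 and 1243, and here they were 0 and 0, with 860 genes at an unadjusted p below 0.05. The alternatives set before the data were examined gave 0 to 11 higher and 0 to 16 lower, and none closed the gap. In the limma search, no fit came within 1.5 times the paper's 1855. The fit with quality weights over all gene identifiers called 241 genes, among them Gas5, Cdkn1a and Lin37, with TMM 373, among them Cdkn1a and Lin37, and with the replicate block 56, among them Cdkn1a.

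The log2 fold change of Gas5 was -1.05 against the paper's -4.86. Of the alternatives set before the data were examined, the paper's value lay within 1 standard error with the replicate block (-2.72, standard error 3.54), without P7 Casp2-depleted replicate 1 (-7.02, 3.55) and with DESeq2 (-1.15, 3.77), where the value hardly moved and the standard error was wider, and with no other. For Dusp8 it was -1.73 against the paper's -4.79, which lay within 1 standard error with the replicate block (-5.04, 3.52), without P7 Casp2-depleted replicate 1 (-6.63, 3.42) and, with a value still far from the paper's, with DESeq2 (-1.80, 3.53) and without P7 control replicate 4 (-2.14, 2.79). For Hes1 it was -1.01 against the paper's -5.53, within 1 standard error only without P7 Casp2-depleted replicate 3 (-3.03, 2.83). For Ddx3y it was 2.40 against the paper's 7.26, within 1 standard error only without P7 control replicate 3 (9.35, 2.89).

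For Cacna1c the log2 fold change was -0.29 against the paper's 1.07, and for Rbm25 -0.05 against the paper's 0.84. No alternative set before the data were examined closed either gap, with ranges of -0.56 to 0.37 and -0.43 to 0.39. In the limma search, chosen after seeing the values, Rbm25 ran from -0.451 to 1.725 and Cacna1c from -0.432 to 0.751 over the 45 fits. Among these, Rbm25 lay at 0.749 with quality weights and at least 1 read in 2 libraries and at 0.717 with quality weights, TMM and at least 5 reads in 3 libraries, where 5 and 1 genes were called.

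The paper calls the 15 genes of its text and Fig. 4A differentially expressed at P7. Here 0 of them were called and 3 had an unadjusted p below 0.05, while the direction was the paper's for 15 of 15. The paper chose these genes on the same libraries, so the shared direction is not independent evidence. Its qRT-PCR of Cdkn1a and Lin37 at P7, which it reads as matching its RNA-seq, was not analysed here. Casp2 is called lower in Table S1, at the paper's -1.61 (the paper's adjusted p 0.0215). Here it was -0.19 with a standard error of 2.32, and it was not called under any alternative set before the data were examined in which it was tested. The paper names sister-chromatid cohesion, the PLK1 pathway and microtubule regulation among gene sets higher in Casp2-depleted CMs and fatty acid metabolism among those lower. At the paper's threshold, an unadjusted p below 0.05, the PLK1 pathway (0.64) and fatty acid metabolism (-0.19) passed here too, though not after adjustment, and sister-chromatid cohesion (0.37) and microtubule regulation (0.11) did not. The paper lists ion channels as rising from P7 to P14 and cell adhesion as falling from P1 to P7. Relative to the other genes both had that direction here, at 0.54 and -0.30. For the ion channel list itself, the mean log2 fold change was -0.865 and the median -0.144. For the cell adhesion list itself, the mean was 0.264 but the median was -0.300, with 58 of 133 genes higher at P7. Relative to the other genes, cell adhesion passed the paper's unadjusted threshold and ion channels did not, and neither passed after adjustment.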

Other observations

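Chosen only after the results were seen were the splits of the libraries other than those of the P7 gene lists, the fits with the share of reads on no gene and its relations within groups, the maturation score with genes chosen on Casp2-depleted libraries, and the tests of depth, detected genes, hearts, captured molecules and male hearts as explanations.

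Other splits of the same libraries bear on the counts of the main comparisons. With 0 calls between genotypes at P7 and at P1, 35 of the 35 splits give at least as many whatever the libraries hold, so these counts decide nothing. At P7, 33 of the 35 splits of the 8 libraries gave at least the 860 genes with an unadjusted p below 0.05, and 10 of the 35 gave at least the 6 gene lists with an unadjusted p below 0.05. Of the 8 splits that part as many same-numbered pairs, the real one included, 2 gave as many lists. At P1, 19 of 35 gave at least the 1496 genes unadjusted and 15 of 35 as many lists. For P7 over P1, 2 of 35 gave as many calls and 3 of 35 as many lists. For P14 over P7, 1 of 35 gave as many calls, the real one, and others at most 48, while 4 of 35 gave as many lists. For P14 over P1, 2 of 10 gave as many calls and 3 of 10 as many lists, and for genotype at P14, 6 of 10 gave as many lists. With 10 splits a share below 0.05 cannot be had.

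The sarcomere list was lower in Casp2-depleted CMs at P7, lower at P14 than at P7 (-1.23 against the other genes) and higher at P7 than at P1 (0.83). The share of reads on no gene, which may follow how much RNA from outside the nucleus enters a library, was set as a term in the fit. The difference then was -0.117 at P7 and 0.026 for P7 over P1, so that this share could account for both. For P14 over P7 it was -0.138, with an unadjusted p below 0.05 and an adjusted p of 0.384 from camera, so that the share and the day cannot be told apart there. The mitotic lists at P7 did not shrink with the term, with chromosome separation at 0.53. Within groups, the share of reads on no gene was related to the CPM of cardiomyocyte markers (r = -0.694, permutation p = 0.0031, rho = -0.661, permutation p = 0.0052), oxidative phosphorylation (r = -0.737, permutation p = 0.00821, rho = -0.778, permutation p = 0.00426) and ribosomal protein genes (r = -0.634, permutation p = 0.0293, rho = -0.623, permutation p = 0.0229). The adjusted p over 5 relations was 0.00775, 0.0137 and 0.0366, and without the 2 farthest libraries r was -0.639, -0.675 and -0.506. For detected genes the adjusted p was 0.0523 (r = -0.476, rho = -0.50). Genomic DNA spread evenly over the genome is argued against as the source of these reads, since the 1046 olfactory receptor genes held a median of 16.2% of the reads it predicts.

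The maturation score of Casp2-depleted libraries differed from that of controls by 1.68 at P1 and by -2.17 at P14. The choice of the scored genes on the control libraries of these days may produce both, since the differences changed sign, to -1.92 and 2.84, when the genes were chosen on the Casp2-depleted libraries. A difference in maturation at these days stays open, as these scores do not measure it apart from that choice. It stays open at P7 too, since the direction of controls from P1 to P7 also changed with that choice.

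Nearly all genes called between P14 and P7 controls were lower at P14. Lower depth is argued against, since 355 genes were called with every library thinned to the same total, 344 of them shared. Fewer genes detected at equal depth may contribute, with at most 13555 in a P14 control library against at least 13989 in a P7 one. Why fewer are detected was not tested, and age remains open.

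Replicates of a group differed far beyond counting noise. Few molecules captured and copied many times are a candidate explanation, since a median of 89.1% of the detected genes had at least 5 reads. Zeros beside a well-read replicate made up 17.2% in P1 controls and 23.8% in P1 Casp2-depleted libraries (15 hearts per pool), 12.2% and 14.7% at P7 (6 hearts) and 27.4% and 24.4% at P14 (2 hearts). More zeros with 15 hearts than with 6 goes against few hearts as the only source. A contribution of it cannot be told apart from other sources, because day and number of hearts go together.

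At P7, Ddx3y on the Y chromosome had 331 reads in 4 of 4 Casp2-depleted libraries and 61 in 1 of 4 control libraries. More male hearts in the Casp2-depleted pools may be the source, and the Y-linked genes together gave an exact permutation p of 0.314, two-sided, so that the makeup of the pools cannot be told apart from loss of genes. The log2 fold changes of Kdm5d, Uty and Eif2s3y were 0.04, 0.49 and 1.05, and those of Xist and Tsix, which overlap, -1.43 and -0.21. At P1, the Y-linked genes took 181 CPM in Casp2-depleted libraries and 83.8 CPM in controls, with all 4 of the former above all 3 of the latter (exact permutation test, two-sided, p = 0.0857). At P14 they took 59.1 and 55.2 CPM. P7 control replicate 1 had 0 CPM on them and 661 CPM on Xist.

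In the list of the PIDDosome and p53, 11 of 12 genes were tested at P7 and 0 were called. The log2 fold changes were 0.13 for Cradd, -1.37 for Pidd1, -0.56 for Ankrd26, -0.69 for Mdm2, 0.37 for Trp53, -2.64 for Trp73, 1.78 for Ccng1, 0.02 for Ptma and 1.06 for Ect2. Cytosolic ribosome genes differed from the others by 0.73 for P7 over P1 and -1.73 for P14 over P7. Marker genes of cardiomyocytes took 82773 CPM in P7 controls and 65303 CPM in Casp2-depleted libraries. Fibroblast markers took 140 and 127 CPM, endothelial markers 311 and 446, mural markers 346 and 416, macrophage markers 117 and 143 and erythroid markers 24.2 and 44.4. Mitochondrially encoded genes took 0.0686 percentage points more of the reads in Casp2-depleted libraries at P7 (exact permutation test, two-sided, p = 1). This rests on Casp2-depleted replicate 1, at 0.588%; the other 3, at 0.154 to 0.163%, lay below all 4 controls, at 0.165 to 0.211%.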
